# Selective oxytocin receptor activation prevents prefrontal circuit dysfunction and social behavioral alterations in response to chronic prefrontal cortex activation in male rats

**DOI:** 10.3389/fncel.2023.1286552

**Published:** 2023-12-07

**Authors:** Philipp Janz, Frederic Knoflach, Konrad Bleicher, Sara Belli, Barbara Biemans, Patrick Schnider, Martin Ebeling, Christophe Grundschober, Madhurima Benekareddy

**Keywords:** prefrontal, social, oxytocin, chemogenetic, pharmacology, electrophysiology

## Abstract

**Introduction:**

Social behavioral changes are a hallmark of several neurodevelopmental and neuropsychiatric conditions, nevertheless the underlying neural substrates of such dysfunction remain poorly understood. Building evidence points to the prefrontal cortex (PFC) as one of the key brain regions that orchestrates social behavior. We used this concept with the aim to develop a translational rat model of social-circuit dysfunction, the chronic PFC activation model (CPA).

**Methods:**

Chemogenetic designer receptor hM3Dq was used to induce chronic activation of the PFC over 10 days, and the behavioral and electrophysiological signatures of prolonged PFC hyperactivity were evaluated. To test the sensitivity of this model to pharmacological interventions on longer timescales, and validate its translational potential, the rats were treated with our novel highly selective oxytocin receptor (OXTR) agonist RO6958375, which is not activating the related vasopressin V1a receptor.

**Results:**

CPA rats showed reduced sociability in the three-chamber sociability test, and a concomitant decrease in neuronal excitability and synaptic transmission within the PFC as measured by electrophysiological recordings in acute slice preparation. Sub-chronic treatment with a low dose of the novel OXTR agonist following CPA interferes with the emergence of PFC circuit dysfunction, abnormal social behavior and specific transcriptomic changes.

**Discussion:**

These results demonstrate that sustained PFC hyperactivity modifies circuit characteristics and social behaviors in ways that can be modulated by selective OXTR activation and that this model may be used to understand the circuit recruitment of prosocial therapies in drug discovery.

## Introduction

Social impairment is a transdiagnostic hallmark of different neurodevelopmental and neuropsychiatric conditions such as autism spectrum disorders (ASD) and schizophrenia (SZ). In a healthy brain, social behavior is tightly controlled by the PFC, which integrates sensory information to create mental representations that influence social decision-making and actions [reviewed in Forbes and Grafman (2010), Yizhar and Levy, 2021)]. Given its intricate connectivity not only with cortical regions involved in sensory processing and motor control, but also with subcortical brain areas of the limbic system (Ongür and Price, 2000; Wise, 2008), such as the nucleus accumbens, ventral tegmental area (VTA), lateral habenula (LHb) or the amygdala, the PFC is ideally placed to elicit top-down influence on attention, motivation and affect, which is highly-relevant for social behavior. In ASD and SZ, converging evidence from neuroimaging, physiological and systems neuroscience point to PFC dysfunction (Abdi and Sharma, 2004; Barak and Feng, 2016; Mubarik and Tohid, 2016) that may represent a common substrate for disease-related social deficits. On the mechanistic level, the disbalance of PFC excitation-to-inhibition has been extensively studied and shapes our current understanding of how complex genetics and environmental factors contribute to social deficits in psychiatric disorders (Bicks et al., 2015; Foss-Feig et al., 2017; Ferguson and Gao, 2018). Particularly the impairment of cortical interneurons appears as a central feature in both SZ (Lewis et al., 2005) and ASD (Contractor et al., 2021). In fact, several mechanistic rodent studies impressively showed that shifting excitation-to-inhibition balance in the PFC e.g., by silencing interneurons (Yizhar et al., 2011) or by exciting pyramidal neurons (Benekareddy et al., 2018) disrupts socially-directed behavior.

From a therapeutic perspective, several pharmacological approaches are being explored that target social brain circuits, with the aim to alleviate disease-associated social deficits. One of these approaches relies on the application of oxytocin, a neuropeptide that is particularly well-known for its role in modulating social behavior [reviewed in Meyer-Lindenberg et al. (2011), Stoop (2012), Young and Barrett (2015)] and anxiety (Triana-Del Río et al., 2019). However, despite promising preclinical results (Meziane et al., 2015; Peñagarikano et al., 2015; Hara et al., 2017; Kitagawa et al., 2021; Choe et al., 2022), and meta-studies arguing for an improvement of social functioning in ASD with intranasal oxytocin (Huang et al., 2021), recent studies performed in children with autism showed no improvement of social and cognitive function (Bernaerts et al., 2020; Sikich et al., 2021; Guastella et al., 2023). These discrepancies demonstrate the need to better understand how oxytocin affects brain circuits governing social behavior. In the mammalian brain the major sources of oxytocin are hypothalamic neurons projecting to widely distributed brain areas, including the PFC (Knobloch et al., 2012). Oxytocin that is released upon social cues may, beside its well-known neuroendocrine effects (Brownstein et al., 1980), have a wide-spread influence on brain networks. In the PFC, oxytocin activates interneurons that, in turn, inhibit either layer 2/3 pyramidal neurons in male mice to reduce anxiety, or layer 5 pyramidal neurons in female mice to elicit prosocial behavior (Li et al., 2016). However, in the PFC also pyramidal cells express OXTR, and optogenetic overactivation of these cells lead to deficits in social recognition (Tan et al., 2019). For the hippocampus it has been shown that oxytocin enhances signal transmission by increasing the activity of fast-spiking interneurons (Owen et al., 2013). Similarly, oxytocin boosts inhibition in the amygdala to attenuate fear responses (Knobloch et al., 2012). In the VTA oxytocin increases action potential firing of nucleus accumbens-projecting dopaminergic neurons to gate social reward (Hung et al., 2017). Treatment with oxytocin has been shown to rescue social deficits in a variety of rodent models relevant for ASD (Meziane et al., 2015; Peñagarikano et al., 2015; Hara et al., 2017; Kitagawa et al., 2021; Choe et al., 2022). However, from these studies it remains unclear if oxytocin can restore social behavior by acting specifically on OXTR in prefrontal circuits given its short half-life and its pharmacological effect on the vasopressin1a receptor (V1aR).

Therefore, in our study we developed a PFC circuit model for chronic social impairment, explored the underlying cellular mechanisms and tested its utility for drug development. In this context, we describe for the first time a selective, brain-penetrant peptidic OXTR agonist that was capable of preventing social-circuit dysfunction observed in our model.

## Materials and methods

### Animals

Adult male Sprague Dawley rats (Charles River, Saint-Germain-sur-l’Arbresle, FR), with an approximate weight of 250g at the time of arrival, were maintained on a reversed 12-hour light/dark cycle with food and water *ad libitum*. Experiments were conducted in adherence to the Swiss federal ordinance on animal protection. The use of male rats was motivated by epidemiological findings showing that the prevalence of ASD diagnosis is estimated to be around 3- to 4-fold higher in males compared to females (Loomes et al., 2017; Posserud et al., 2021).

### Viral injections

Rats were deeply anesthetized using a balanced anesthesia protocol (fentanyl 0.005 mg/kg + medetomidine 0.15 mg/kg + midazolam 2 mg/kg). Adeno-associated viruses (AAV) packaged by the Viral Vector Facility of the ETH Zürich were injected stereotaxically into the medial PFC (coordinates relative to bregma: Anterior-posterior, AP = + 2.73 mm; medio-lateral, ML = ± 0.6 mm; dorso-ventral, DV = −4.5 mm; 900 nL of AAV8-mCaMKIIa-hM3D(Gq)_mCherry-WPRE-hGHp) to express the depolarizing designer receptor exclusively activated by designer drug (DREADD) hM3Dq. For control rats, a control virus carrying only the genomic sequence for the fluorophore, but not for the DREADD, was used. In a subset of rats a retrograde-infecting AAV was additionally injected in the dorsomedial thalamus (coordinates: AP = + 3.20 mm, ML = ± 0.65 mm, DV = −5.8 mm; 150 nL of AAV-retro-CAG-EGFP-WPRE-SV40p(A)) to label a subpopulation of PFC projection neurons for subsequent whole-cell recordings.

### Peptide synthesis

RO6958375 was synthesized via microwave-based solid phase Fmoc-chemistry using the Liberty Lite system (CEM, Matthews, US). Synthesis scale was executed at 0.25 mmol with coupling times of 5 minutes per amino acid at elevated temperature (78°C) applied. The synthesis was carried out using TentalGel-S RAM resin as a solid support (0.24 meq/g). All amino acids used were dissolved in DMF to a 0.2 mol/L concentration. A mixture of HOBT/HBTU 1:1 (0.5 mol/L, 4 eq.) and DIPEA (4 eq.) was used to activate the amino acids. Fmoc-cleavage was achieved with piperidine in DMF (20%) for 3 min. The Fmoc-cleavage step was repeated. For Alloc- and allyl-cleavage, the resin was treated manually with a solution of 20 eq. of phenylsilane and 0.05 eq. of tetrakis(triphenylphosphine)palladium(0) in DCM (5 ml) for 30 min at RT. This procedure was repeated. The resin was washed with a solution of 0.5% sodium dithiocarbamate in DMF twice. The washing step was repeated with DCM. For on-bead cyclization, the coupling-reagent (4 ml of an 0.5 mol/L solution HOBT/HBTU (1:1) and 1 ml of DIPEA (4 eq.) in DMF was added to the resin. The slurry was shaken for 8 h at RT. The resin was washed with DMF and DCM twice. Completion of cyclization was verified via ninhydrin test. To cleave the peptide from the resin, 10 ml of the cleavage-cocktail (TFA/TIS/water, ratio of: 95/2.5/2.5) was added to the resin, and the mixture shaken at RT for 1h. Cleaved peptide was precipitated from cold ether (−18°C). The peptide was centrifuged, and the precipitates were washed twice with cold ether. The precipitate was dissolved in water/acetonitrile and lyophilized. Finally, the crude peptide was purified by preparative HPLC on a Reprospher 100 C18-T Column (100 × 4.6 mm, Sum particle size). As an eluent system a mixture of 0.1% TFA/water/acetonitrile was used with a gradient of 0–50% acetonitrile within 0–30 min. The fractions were collected and checked by analytical HPLC. Fractions containing pure product were combined and lyophilized. 7.2 mg of white powder was obtained. The product was analyzed via Electrospray Mass Spectrometry with a mass observed of 989.3 (M + H + : expected 989.1).

### Pharmacological characterization of OXTR agonist RO6958375

The peptidic OXTR agonist RO6958375 was profiled in a calcium release *in vitro* assay on cells expressing human or rat OXTR or the related human or rat vasopressin V1a, V1b and V2 receptors as previously described (Schnider et al., 2020). In a variation to the published protocol, cells were plated for 24 h at 50,000 cells/well in clear-bottomed 96-well plates, washed and dye-loaded for 2 hours with FLIPR calcium 6 no wash assay kit (Molecular Device) in assay buffer (1x Hanks Balanced Salt Solution, 20 mM Hepes) without adding probenicid. The plates were loaded on a fluorometric imaging plate reader (FLIPR) to measure calcium flux after addition of agonist.

### Peptide *in vivo* distribution studies

Adult female or male Wistar rats weighing circa 250 g were obtained from Harlan Laboratories (Horst, The Netherlands) and housed in a controlled environment (temperature, humidity, and 12-h light/dark cycle) with access to food and water *ad libitum*. All rodent studies were conducted with the approval of the local veterinary authority in adherence to the Swiss federal regulations on animal protection and to the rules of the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC). Rats were administered RO6958375 subcutaneously at 0.03, 0.1, 0.3, or 4 mg/kg to cover a large range of exposure levels. Serial blood and one CSF sample were collected from each animal under deep anesthesia with 5% isoflurane in pure oxygen. Due to the expected very rapid apparent elimination kinetic, blood sample collection was performed from 0.25 to 4.5 h post-dose, with CSF sampling from 0.8 to 4.5 h. Blood samples were collected by heart puncture into K2EDTA coated polypropylene tubes and placed on ice. Plasma was prepared within 30 min by centrifugation at 3000 g for 5 min at 4°C and frozen immediately. Between 50 and 100 uL of CSF were collected by cisternal puncture of the atlanto-occipital membrane with a 22-gauge needle through silastic tubing in a 96- well plate. All samples were stored at 20°C. Compound concentrations in plasma and CSF were determined by means of LC–MS/MS. Merged PK data were analyzed by non-compartmental analysis and PK modeling (details not shown).

### Pharmacological treatment

Two weeks after surgery, the hM3Dq ligand clozapine-*N*-oxide (CNO; BML-NS105, Enzo Life Sciences, Farmingdale, USA) was injected at a dose of 1 mg/kg s.c. on a daily basis for 10 days, followed by a wash-out phase of 7 days. For the RO6958375 experiment CNO was provided in drinking water with a calculated final dose of 2 mg/kg. To test the effect of pharmacological intervention, the peptidic OXTR agonist RO6958375 (or a vehicle control) was injected once daily during the CNO wash-out phase (7 days in total). The dose was 0.07 mg/kg (s.c.) if not noted otherwise.

### Three-chamber sociability test

Rats (∼350g) were placed in a 3-chamber task from Noldus Ethovision (Noldus, Wageningen, NL). At each end of the rectangular box are the enclosures for the social stimulus (unfamiliar, age/weight-matched conspecifics of the same sex) or the non-social stimulus (unfamiliar object). At the beginning of the test, the rat is placed in the center chamber and allowed to explore the box for 10 mins (habituation). After that, a stimulus rat from a different cage is placed in one of the enclosures and the unfamiliar object in the opposing enclosure. The test rat is allowed to explore the environment for 10 mins (test phase). At the end of 20 minutes, the test rat and stimulus rat were taken out of the arena and the arena was cleaned with 30% alcohol before the next trial. Video was recorded, tracked and analyzed using Ethovision. The light level in the box is maintained at 20 Lux with indirect lighting. Data are expressed as sociability index = 100 × (time in social interaction/total interaction time) - 50. A social interaction is counted when the rat is in direct proximity to the enclosure with the stimulus rat.

### Electrophysiology

For terminal experiments rats were deeply anesthetized with 2.0% isoflurane (Abbott, Cham, CH) and decapitated. The brain was quickly removed and transferred to the slicing chamber filled with ice-cold N*-*methyl-D-glucamine (NMDG) solution containing (in mM) 110 NMDG, 3 KCl, 1.1 NaH_2_PO_4_, 25 NaHCO_3_, 103.02 HCl, 25 D-glucose, 10 *L*-ascorbic acid, 3 pyruvic acid, 0.5 CaCl_2_ * 2H_2_O and 10 MgCl_2_ * 6H_2_O. The brain was chopped into 350 μm thick frontal sections using a VT1000S vibratome (Leica, Wetzlar, GER). Acute slices were recovered in NMDG solution for 15 min at 35°C and then transferred either to normal ACSF containing (in mM) 124 NaCl, 2.5 KCl, 1.25 KH_2_PO_4_, 26 NaCO_3_, 10 *D*-glucose, 4 sucrose, 2 MgSO_4_ * 7H_2_O and 2.5 CaCl_2_ * 2H_2_O for extracellular recordings, or to ACSF optimized for whole-cell recordings containing (in mM) 124 NaCl, 2.5 KCl, 1 NaH_2_PO_4_, 25 NaHCO_3_, 20 *D-*glucose, 2 CaCl_2_ * 2H_2_O and 1 MgCl_2_ * 6H_2_O. Both solutions were adjusted to 305–310 mOsm. Patch-clamp whole-cell recordings were performed at RT and a perfusion rate of 1.5 ml/min, whereas spontaneous action potentials were recorded at about 35°C and a perfusion rate of 3 ml/min.

For testing synaptic transmission within the PFC a bipolar stimulation electrode was located in layer 2/3 and a borosilicate pipette (GC150F-10; Harvard Apparatus, Cambridge, USA) filled with a solution of (in mM) 150 NaCl, 3.5 KCl, 10 HEPES, 10 *D-*glucose, 1.3 MgCl_2_ * 6H_2_O, 2.5 CaCl_2_ * 2H_2_O and a resistance of 2.5–3.5 MΩ was placed in layer 5 to record evoked potentials. The recording electrode was lowered 150 μm into the tissue to obtain maximal responses. Stimulation currents were generated with an STG3000 and MC Stimulus II software (Multi Channel Systems, Reutlingen, Germany). The signal was preamplified with a CV-7B electrode holder (Axon Instruments, Molecular Devices, San Jose, California, US) and again amplified and digitized with a MultiClamp 700B (Axon Instruments) using 100xAC membrane potential (200 mV/mV) mode, a bessel filter at 2.4 kHz and alternating current at 1 Hz. Signals were recorded with Clampex software (Axon Instruments). First, an input-output protocol was performed by increasing the stimulation intensity till 300 μA in 20 μA current steps. For electrical pulses we used a square shape and a duration of 100 μs. Then, we performed a paired pulse protocol using intervals of 20, 50, 100, 200, 400 and 800 ms and a stimulation current (typically 80–100 μA) which elicited the half-maximum slope of the postsynaptic field potential (fPSP). Finally, synaptic short term depression (STD) was tested by delivering 40 pulses at 5, 10, 20 and 40 Hz. All protocols were performed in 3 slices for each rat and repeated three times. The amplitudes and slopes of the presynaptic fiber volley (FV) and the fPSP were semi-automatically analyzed using Clampex and averaged per animal.

Spontaneous activity was recorded in the central LHb and the VTA using the same pipette solution and amplifier settings as mentioned above. Active neurons were identified by slowly protruding the electrode forward into the tissue. As soon as recurrent spikes occurred in the voltage trace the electrode position was fine-adjusted to obtain a signal amplitude between 0.2 and 0.5 mV. After waiting 5 min for the spike rate to normalize, action potential firing was recorded for at least 10 min. The firing frequency was analyzed for each neuron by using an adjustable threshold for spike detection in Clampex. Spike shapes were checked for each recording to ensure that the calculated firing frequencies relate to individual neurons.

For patch-clamp experiments PFC layer 5 pyramidal neurons were morphologically identified and recorded in whole-cell mode. The patch pipette (GC150F-10; Harvard Apparatus) contained a solution of (in mM) 145 KMeSO_4_, 10 Hepes, 10 NaCl, 10 EGTA, 5 MgATP, 0.5 Na_2_ATP, 1 CaCl_2_ * 2H_2_O and 1 MgCl_2_ * 6H_2_O (adjusted to 290 mOsm and pH 7.2) and had a resistance 2.5–3.5 MΩ. Using positive pressure neurons were visually approached. By applying negative pressure a gigaseal was formed with the targeted neuron. Then, the cell membrane was opened and protocols were started 10 min after opening, to allow for sufficient exchange of intracellular solution and normalization of cell physiology. Cell viability was tested before and after each trial. The membrane potential was held at −70 mV, and only neurons for which leak currents did not exceed ± 100 pA and for which the axial resistance did not show changes higher than 20% were included for analysis. After inferring the basic neuronal properties (i.e., the membrane resistance, R_*m*_; the membrane capacity, C_*m*_; and the resting membrane potential, V_*rest*_), steady-state potassium currents were assessed by holding the membrane potential at −40 or 0 mV for 500 ms respectively. Intrinsic excitability was inferred by quantifying the number of evoked generated action potentials during incremental current steps of 20 pA (100 ms duration) until a stimulus intensity of 500 pA was reached.

Of note, acute slice experiments for all cohorts were done over several days, with one experiment/rat per day for each cohort (cohort used for characterization: 8 rats in total = 8 test days, timeframe of experiment: days 8–18 after last CNO dosing; cohort used for RO6958375 experiments: 12 rats in total separated in two cohorts = 6 test days, timeframe of experiment: days 8–16 after last CNO dose).

### RNA sequencing

The mPFC was dissected out from the sections after electrophysiology, and the tissue was flash frozen in liquid nitrogen and stored at −80°C until further use. RNA was extracted using Qiagen RNeasy mini kit (Qiagen, Hilden, GER). RNA quality was checked using Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, US), RNA concentration was measured with Nanodrop (Thermo Fisher Scientific, Waltham, US). 500 ng of RNA was used as input for library preparation using the Illumina TruSeq Stranded mRNA library prep kit (Illumina, San Diego, US) according to the manufacturer’s instructions. Libraries were quality checked on a Fragment Analyzer (Agilent Technologies) and concentration was measured with Qubit dsDNA HS Assay kit (Thermo Fisher Scientific). Libraries were pooled and sequenced on a HiSeq4000 (Illumina).

### Statistical analysis

Behavioral and electrophysiological data was tested statistically with Prism 7 software (GraphPad Software Inc., La Jolla, USA). Applied statistical tests are described in the figure captions. Numeric values and statistical tests for key results are provided in Supplementary Table 1. Transcriptome data was analyzed using one-way ANOVA followed by a *post hoc* test corrected for multiple comparisons using the original FDR method (Benjamini and Hochberg, 1995).

## Results

### CPA impairs socially-directed behavior

To increase the neuronal activity of the prefrontal network over many days, hM3Dq was expressed in PFC pyramidal neurons, and repeatedly activated over 10 days (Figure 1A). Social behavior was assessed at baseline and one week after the phase of prefrontal hyperactivity using the three-chamber sociability task (Figure 1B). We found that CPA rats, whose PFC was repeatedly activated, showed a strong trend toward fewer interactions with an unfamiliar conspecific (Figure 1C). Control rats that were transduced only with the control fluorophore, exhibited no group level decrease in social interaction. Comparison between cohorts revealed that the sociability index is significantly decreased following CPA compared to controls (Figure 1C), while locomotor activity was not affected (Supplementary Figure 5A). We observed test-retest variability of the SI in the PFC:GFP group which was non-significant at a group level but highlighted the variability of this ‘naturalistic behavior’.

**FIGURE 1:**
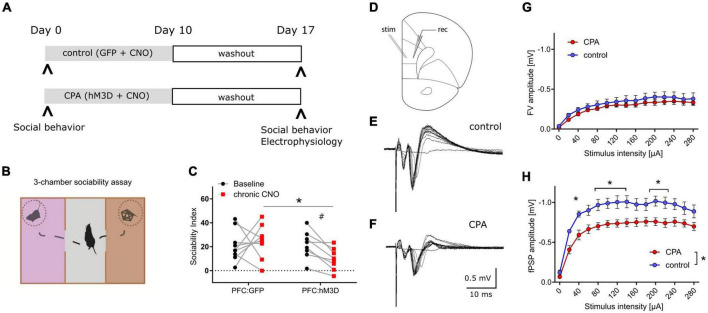
Chronic prefrontal activation impairs social behavior and PFC synaptic transmission. **(A)** Schematic of experiment to induce prolonged activation of the prefrontal cortex using a combination of hM3Dq expression in the excitatory neurons and repeated administration of the ligand CNO. **(B)** Cartoon representation of the 3-chamber sociability task used to measure social preferences. **(C)** Sociability index measurements after chronic PFC activation. The control group was transduced with AAV:GFP while the treatment group was transduced with AAV:hM3Dq. Social behavior was measured before and after chronic CNO treatment. ^#^*p* = 0.066 using two-way ANOVA followed by Fisher’s LSD test. Group comparison was done using Sidak’s *post hoc* test *<0.05. **(D)** Schematic of experimental design: Extracellular stimulation was performed in PFC layer 2/3 and evoked responses were recorded in PFC layer 5 of acute slice preparations. **(E,F)** Representative evoked responses under control and chronic prefrontal activation (CPA) conditions. Note that for individual current steps (0–280 uA) resulting voltage traces are overlaid. **(G,H)** Quantitative analysis of two components of evoked responses (fiber volley, FV; postsynaptic field potential, fPSP) reveals a significant reduction in fPSP amplitudes for the CPA group. Data is displayed as mean ± SEM. Two-way ANOVA with Sidak‘s *post hoc* test was performed for statistical comparison. To compare the overall difference between control and CPA conditions, respective AUCs were tested with Student‘s *t*-test. *p < 0.05.

### Prefrontal synaptic transmission is disrupted subsequent to CPA

Having revealed a chronic impairment of social behavior upon CPA, we aimed to elucidate the underlying cellular and circuit changes. First, we investigated synaptic transmission within the PFC in acute slices in which cells in layer 2/3 were stimulated with a bipolar electrode, while evoked potentials were recorded in layer 5 (Figure 1D–F). Remarkably, the amplitudes of evoked field potentials were significantly decreased in CPA rats compared to controls (Figure 1H). Fiber volley amplitudes showed a similar trend (Figure 1G). To assess whether the decrease in neuronal responses might be a result of changed inhibitory feedback or presynaptic release properties, we also performed paired-pulse experiments and short-term depression experiments (Supplementary Figure 1). Neither the paired-pulse ratios nor synaptic depression were different between the two experimental groups, showing that local inhibitory circuits and presynaptic plasticity mechanisms remain intact following CPA.

### CPA decreases excitability of prefrontal projection neurons

Next, we addressed putative changes on the single-cell level that could explain the impaired synaptic transmission by performing whole-cell patch-clamp recording of layer 5 pyramidal neurons (Figure 2). To be able to record specifically from PFC projection neurons, we labeled these cells by infusion of a retrograde-traveling reporter virus targeting the mediodorsal thalamus and habenula (Figure 2A). PFC projection neurons from CPA rats showed a significantly hyperpolarized resting membrane potential and reduced membrane resistance (Figures 2B, C), as well as reduced intrinsic excitability upon current injections with a nearly doubling of the rheobase (Figures 3H, I). In line with the reduced excitability, we found that subthreshold current injections in neurons from CPA rats resulted in smaller increases of the membrane voltage and decreased input resistance (Figures 2J–N). Since the membrane potential and input resistance is critically regulated by several types of potassium channels, we inferred steady-state potassium currents. In particular, voltage-gated potassium currents elicited at −40 mV were strongly elevated and, as expected, the magnitude of these currents positively correlated with the rheobase (Supplementary Figures 2C, D). Similar differences were also evident for potassium currents elicited with 0 mV holding potential (Supplementary Figures 2G, H).

**FIGURE 2:**
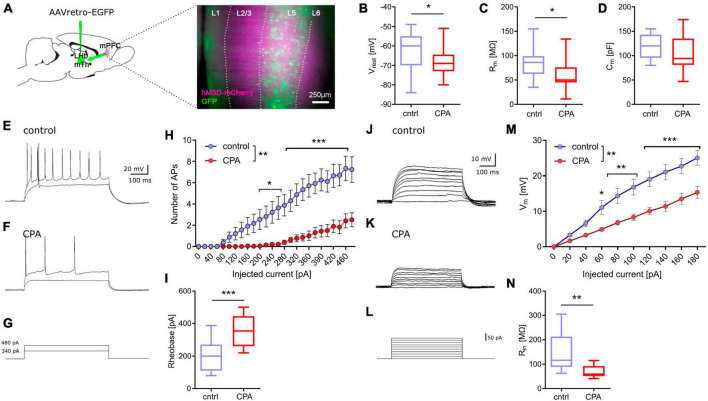
Chronic prefrontal activation reduces excitability of PFC output neurons. **(A)** Schematic for whole-cell recording of PFC output neurons: Infusion of a retro-AAV reporter in the region of the lateral habenula (LHb) and the mediodorsal thalamus (MTh) allowed to perform whole-cell recordings from retrogradely-labeled PFC projection neurons (green) also expressing hM3Dq-mCherry (magenta). **(B–D)** Quantitative analysis of membrane properties (resting membrane potential, Vrest; membrane resistance, Rm; membrane capacitance, Cm) indicate that PFC projection neurons are more hyperpolarized and show a lower membrane resistance following chronic hyperactivation. To test whether these intrinsic changes affect neuronal excitability, current injections were performed. **(E–G)** Representative voltage traces for 340 and 480 pA current steps. **(H)** Quantitative analysis of the number of resulting action potentials (APs) reveals that the intrinsic excitability is dramatically reduced under CPA conditions, resulting in panel **(I)** an increase in the rheobase. **(J–L)** Representative traces for subthreshold voltage steps and resulting membrane potential, and **(M)** corresponding quantification showing the decreased Input-output relation following CPA. **(N)** Input resistance calculated for 80 pA. Students‘s *t*-test was performed to test for statistical differences between groups. Two-way ANOVA with Sidak‘s *post hoc* test was performed for statistical comparison in panels **(H,M)**. *<0.05, **<0.01, ***<0.001. Data in box-and-whiskers plots is displayed as the median with min. to max. All other data is displayed as mean ± SEM (box).

**FIGURE 3:**
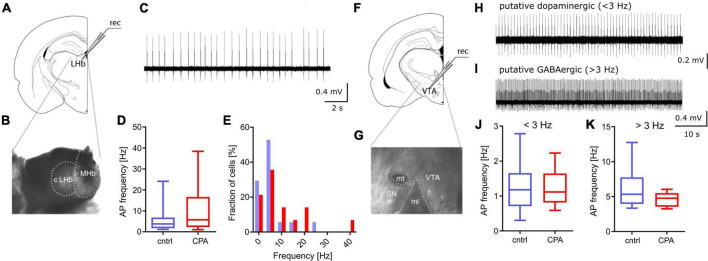
Spontaneous activity in PFC downstream targets LHb and VTA remains unchanged. **(A,B)** Schematic and representative microscopy image of the location for extracellular recording in the LHb. **(C)** Representative voltage trace from a spontaneously active neuron. **(D,E)** Respective quantitative analysis of the AP frequency and the distribution of spontaneously active cells, shows no significant difference between the control and CPA group. **(F,G)** Schematic and representative microscopy image of the location for extracellular recording in the VTA. **(H,I)** Representative voltage traces from a putative dopaminergic cell (slow spiking, <3 Hz) and a putative GABAergic (> 3 Hz spiking) neuron. **(J,K)** Quantitative analysis of AP frequencies for both cell populations shows no significant groups differences. Statistical comparison was performed with Student‘s *t*-test. Data is displayed as the median with min. to max (box-and-whiskers).

### Spontaneous activity of PFC-downstream targets LHb and VTA remains intact following CPA

Going beyond the PFC, we studied the function of two key downstream targets relevant in social behavior, the LHb and the VTA (Figure 3). Considering that a large fraction of neurons within the LHb and VTA are spontaneously active, we performed extracellular recording of action potentials. Our results show that CPA does not lead to long-term changes of firing rates, in the LHb or the VTA (Figures 3D–K), suggesting that these PFC-downstream targets may not be affected by CPA.

### Pharmacological and pharmacokinetic characterization of the novel peptidic OXTR agonist RO6958375

To assess the therapeutic potential of OXTR activation on social circuit impairment following CPA, we tested our novel selective OXTR agonist RO6958375. An extensive structure-activity relationship study of oxytocin revealed that substitution of the cysteine bridge by a lactam (Figure 4A) resulted in an unprecedented selectivity against vasopressin receptor 1a (V1aR). *In vitro* functional studies in a Gq-coupled Ca^2+^ release assay demonstrated that RO6958375 is a full OXTR agonist and equipotent to oxytocin on rat OXTR (Figure 4B), while it is inactive on rat V1aR up to 1 μM. In contrast, oxytocin fully activated rat V1aR at 1 μM compared to the endogenous full agonist vasopressin (Figure 4C). RO6958375 also fully activated the human OXTR and was inactive on human V1aR up to 27 μM (data not shown). EC_50_ values are provided in Supplementary Table 2. Furthermore, RO6958375 did not show any significant radioligand displacement or functional inhibition in a panel of 45 human receptors, channels, transporter and enzymes (see Supplementary Table 3).

**FIGURE 4:**
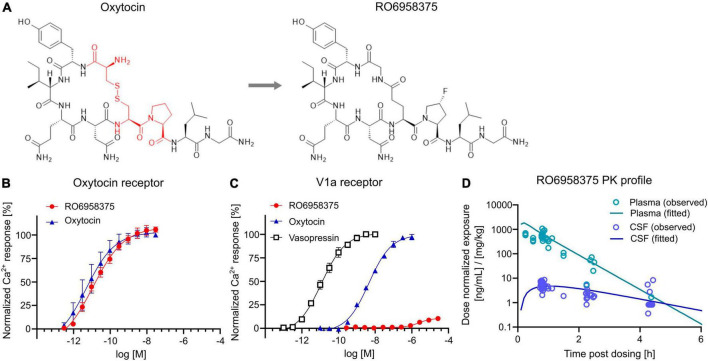
OXTR activation and pharmacokinetics of RO6958375. **(A)** Chemical structure of oxytocin (with the changed amino acids highlighted in red) and our novel selective OXTR agonist RO6958375. **(B,C)** Calcium release data of oxytocin and RO6958375 in rat OXTR and V1aR expression systems. **(D)** *In vivo* SC pharmacokinetics of RO6958375 in rat plasma (negligible plasma protein binding) and CSF from different studies. Data is displayed as mean ± SEM.

For *in vivo* distribution studies the CNS uptake of RO6958375 after subcutaneous (SC) administration was tested in various single-dose pharmacokinetic studies in rats. Subcutaneous absorption was rapid, with a half-life in plasma of ca. 10–15 min. Interestingly, the CSF kinetic results indicated a longer residence of RO6958375 in brain compared to plasma (brain half-life of ca. 70 min) with a CNS uptake of ca. 1% from plasma (Figure 4D). From the above studies, the highest concentrations detected in rat CSF at ca. 0.8 h after single SC administration of 0.03 or 0.1 mg/kg was equivalent to 0.24 and 0.58 nM, which is more than 10-fold above the *in vitro* OXTR EC_50_. RO6958375 is therefore sufficient to fully activate the rat OXTR for 4.3 h post-dose. For *in vivo* studies we selected subcutaneous doses of 2.4*10E-8, 0.001 and 0.07 mg/kg, leading to 0, 10 or 72% brain OXTR activation respectively, based on the *in vitro* OXTR dose-response. Of note, we did not perform head-to-head comparison of the pharmacokinetic profile of RO6958375 and oxytocin. While RO6958375 is a synthetic compound which can be distinguished from endogenous oxytocin, CSF quantification of administered oxytocin may be confounded by endogenous oxytocin released in the brain (for example due to stress during injection).

### Sub-chronic selective OXTR activation prevents CPA-induced prefrontal circuit dysfunction

First, we tested whether OXTR activation can prevent the PFC dysfunction following CPA. Therefore, rats were injected once daily with our novel selective peptidic OXTR agonist RO6958375 (RO, 0.07 mg/kg) or the vehicle for seven days, starting directly after CPA (Figure 5A). Subsequent to the treatment, whole-cell recording of PFC layer 5 pyramidal neurons was performed (one rat per day; see section “Material and methods” for details) and tissue was preserved for later transcriptomic analysis. Remarkably, we found that the clear differences in passive membrane properties, evident between control rats and CPA rats, are not observed in RO6958375-treated CPA rats (Figures 5C–E). Again, we also probed the intrinsic excitability by applying incremental current injections and found that RO6958375 treatment also fully restored the rheobase (Figure 5K), whereas the number of evoked action potentials is only partially recovered for lower current steps (Figure 5J). Consistent with the RO6958375-mediated restoration of membrane properties and intrinsic excitability, we also found that both, the current-membrane voltage relationship and the input resistance were normalized (Figures 5L, M). Notably, CPA-induced hypoexcitability and its reversal after subchronic RO6958375 treatment was observed over several days, indicating stable changes of cellular function under both conditions (Supplementary Figure 3).

**FIGURE 5:**
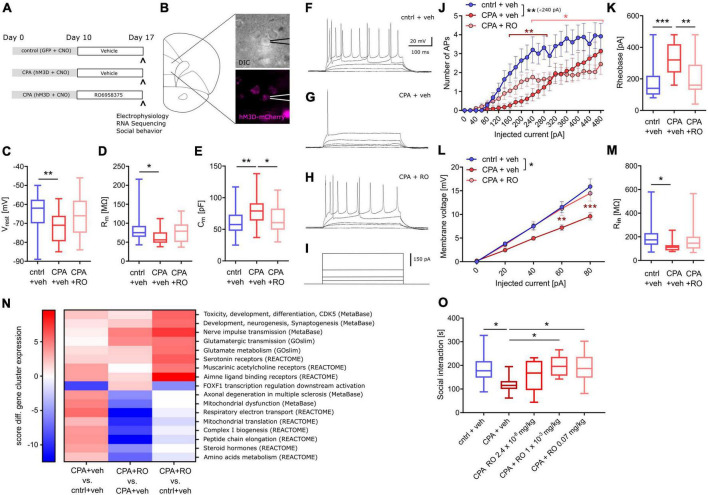
Chronic OXTR agonist treatment prevents circuit dysfunction following PFC overactivation. **(A)** Overview of experimental groups and treatment plan. **(B)** Schematic of the site of whole-cell recording from PFC layer 5 pyramidal neurons and a microscopy image of a patched cell expressing hM3Dq-mCherry (magenta). **(C–E)** Quantitative analysis of membrane properties (resting membrane potential, Vrest; membrane resistance, Rm; membrane capacitance, Cm) showing that intrinsic changes that occur upon prolonged prefrontal hyperactivity (CPA) in PFC pyramidal neurons are prevented or attenuated in the OXTR agonist-treated (RO6958375, RO) group. To test whether these intrinsic changes affect neuronal excitability, current injections were performed. **(F–I)** Representative voltage traces at 0, 20, 40, 340, and 480 pA current injections. **(J,K)** Quantitative analysis of the number of action potentials (APs) produced during each current step and the calculated rheobase (current needed to produce the first AP), reveals that the intrinsic excitability is dramatically reduced under CPA conditions and attenuated in the OXTR agonist-treated group. To probe whether the decreased excitability is associated with a reduced input resistance the current-voltage (IV) relationship was analyzed: **(L,M)** Quantitative analysis of the IV-curve and the calculated input resistance (Rin) at 80 pA, shows that following CPA neurons need more current to produce the same membrane voltage which is associated with a strongly reduced input resistance. Remarkably, this deficit is not detectable in the OXTR agonist-treated group. One-way ANOVA with Tukey‘s *post hoc* test was performed to test for statistical differences between groups for one condition. Two-way ANOVA with Sidak‘s *post-hoc* test was performed for statistical comparison in J and L, in which two conditions were regarded (statistical differences from *post hoc* tests are indicated in the corresponding color for the condition and refer to a difference to control values). In addition, to compare the overall difference between conditions, respective AUCs were tested with one-way ANOVA and Tukey‘s *post hoc* test (statistical difference is depicted at the side of the legend). *p < 0.05, **<0.01, ***p < 0.001. **(N)** Heat map showing gene clusters (annotated using gene sets from: MetaBase, GeneOntology, REACTOME, and the Roche Molecular Phenotyping collection). Every gene network is categorized, for each contrast, by a significance score (positive for up-regulation, negative for down-regulation). As a first pass, for every gene set, we use the maximum of all the absolute scores to sort them. We only include gene sets with at least 3 genes and not more than 500 genes contributing. Based on this, we continue analyses with gene sets scoring at least ± 5 in any one of the contrasts analyzed. **(O)** Social behavior data shows a significant decrease in social interaction time with chronic PFC activation, an effect not observed in chronic PFC activation rats treated with OXTR agonists at 0.001 or 0.07 mg/kg. Data was analyzed using one-way ANOVA followed by Fisher’s LSD *post hoc* test. *p < 0.05. Data in box-and-whiskers plots is displayed as the median with min. to max. All other data is displayed as mean ± SEM (box).

### Sub-chronic selective OXTR activation partially normalizes CPA-induced transcriptomic changes

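mPFC tissue of 12 rats was sequenced, 1 library per rat and 4 rats in each of 3 groups. Control+veh rats carried a virus for a fluorophore alone and received vehicle. CPA+veh and CPA+RO rats carried a virus for hM3Dq, an excitatory receptor engineered from the human muscarinic receptor CHRM3, under a promoter of excitatory neurons. All groups drank CNO, the ligand of hM3Dq, at 2 mg/kg for 10 days, followed by 7 days of daily vehicle or RO6958375 (0.07 mg/kg in CPA+RO). Poly(A) RNA libraries were prepared with the TruSeq Stranded mRNA kit and sequenced on a HiSeq4000. The deposited table of counts gives 29009 genes by NCBI gene ID and symbol, and a second deposited table gives RPKM made by the authors from the same counts. Total counts per library were 68084135 to 77291797 in control+veh, 64993543 to 74277096 in CPA+veh (median 68777850) and 67837257 to 79006972 in CPA+RO (median 72187841). Of the counts between 1 and 9, 92.7% were even, so both mates of a read pair appear to be counted and the number of fragments is lower than these totals. Counts were normalized by TMM, 19094 genes passed edgeR's filter on low counts, and all 12 libraries entered 1 quasi-likelihood fit, with Benjamini-Hochberg adjustment over the genes within each comparison. Gene lists of pathways, channels, receptors and cell types, fixed before the data were examined, were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the libraries. The pathway lists follow themes that the study reported from these same libraries, and another list holds the genes of its Supplementary Figure 4. Calls of these lists are therefore not independent evidence. Log2 levels of a list are medians over its genes, so a list is compared with the other genes of the same tissue. Among the 18 pairs of libraries within a group, Pearson's r of log2 counts was 0.986 to 0.990 across genes, which are not independent replicates. On the first principal component (16.5% of the variance) the 4 control+veh libraries, at -31.8 to -17.6, lay apart from the 8 CPA libraries, at 0.619 to 31.8, among which CPA+veh replicates 1 and 2 were highest (24.8 and 31.8, with the next at 13.2).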

To better understand the molecular effects of CPA and selective OXTR agonism, we performed transcriptome analysis of tissue we collected following acute slice electrophysiology. 

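The genes that differed most between CPA rats and control+veh rats were genes of low expression in control+veh with very few counts in CPA rats. The groups also carried different viruses, and a difference of virus, rats, dissection or batch was not tested as a cause. Cldn6 (NCBI gene 287098, chromosome 10 of GRCr8 from 13213837 to 13218578), a claudin of tight junctions, fell from 8.02 ± 4.50 CPM (SD, n = 4 rats) in control+veh to 0.157 ± 0.0593 (SD, n = 4) in CPA+veh, a log2 fold change of -5.64 (standard error 0.38, adjusted p = 1.11e-05). Fbxw12, an F-box protein, fell from 4.02 ± 2.23 CPM (SD, n = 4) to 0.0437 ± 0.0171 (SD, n = 4; adjusted p = 1.88e-05). Kif12, a kinesin, was at 3.89 ± 1.87 CPM (SD, n = 4) in control+veh and had no count in any CPA+veh library (adjusted p = 5.86e-05). Pooled over the control+veh libraries it was at 3.91 CPM, at least 358-fold above a floor of 3 counts over the CPA+veh group. St18, a zinc finger transcription factor, fell from 11.6 ± 4.48 to 3.42 ± 0.764 CPM (SD, n = 4; log2 fold change -1.77, adjusted p = 0.00353). Sftpb, a surfactant protein of the lung, and Drd3, the dopamine D3 receptor, fell too, with log2 fold changes of -6.55 and -4.04 (adjusted p = 0.000708 and 0.00653). Cbln1, a secreted organizer of synapses, fell from 19.4 ± 2.39 to 12.3 ± 1.02 CPM (SD, n = 4; log2 fold change -0.66, adjusted p = 0.0121), and Sepw1, the gene of selenoprotein W, rose from 43.7 ± 5.92 to 86.5 ± 21.8 CPM (SD, n = 4; log2 fold change 0.98, adjusted p = 0.0419). The calls of Cldn6, Fbxw12, Kif12, St18, Sftpb and Drd3 held without each of the 12 libraries in turn, but with sample quality weights all except Kif12 lost their calls (adjusted p = 0.0742 for Cldn6 and St18, 0.0942 for Fbxw12 and Sftpb, 0.158 for Drd3). St18 (adjusted p = 0.0609) and Drd3 (0.205) also lost them without CPA+veh replicates 1 and 2 together, a setting chosen after seeing the data. Cbln1 lost its call without control+veh replicate 3 (adjusted p = 0.0552), CPA+veh replicate 1 (0.0624) or CPA+veh replicate 3 (0.0670), and in 7 of 30 alternatives in all (up to 0.233). Sepw1 lost its call without each library in turn except CPA+veh replicates 3 and 4 and CPA+RO replicate 4 (adjusted p 0.0134 to 0.150 over the 12), and in 22 of 30 alternatives in all (3.95e-06 to 0.253), such as limma-voom (0.0547).

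In total 4 genes rose and 18 fell in CPA+veh against control+veh, among 19094 tested, and 11 of these 22 carry LOC symbols. The other named genes were Cryba4, a lens crystallin (log2 fold change -3.92, adjusted p = 0.0475), Ppial4g, a gene of the cyclophilin family (1.68, adjusted p = 0.0475), and Ankrd2, an ankyrin repeat protein of muscle, with 122 counts over the control+veh libraries and 2 over the CPA+veh libraries (adjusted p = 0.0120). Ppial4g lost its call without each library in turn except CPA+veh replicate 4 (adjusted p 0.0375 to 0.179), Ankrd2 without CPA+veh replicate 1 (0.0639), 2 (0.0597) or 4 (0.0525), and Cryba4 without control+veh replicates 1, 3 or 4, any 1 CPA+veh replicate or CPA+RO replicate 3 (0.0698 to 0.173). Over all alternatives Ppial4g lost its call in 19 of 29 (adjusted p 0.000995 to 0.307), Cryba4 in 14 of 29 (up to 0.372) and Ankrd2 in 6 of 28 (up to 0.253). Before adjustment, 1897 genes had a p under 0.05 where 954.7 are expected by chance (1262 without control+veh replicate 4 and 3227 without CPA+veh replicate 4), and in 882 genes (4.62%) the 4 CPA+veh rats lay on 1 side of the 4 control+veh rats, where chance gives 2.86%. In CPA+RO rats 2 genes rose and 19 fell against control+veh, 12 of them with LOC symbols. Cldn6 was at 0.249 ± 0.0346 CPM in CPA+RO (SD, n = 4; log2 fold change -5.00 against control+veh, adjusted p = 1.26e-05), St18 at 3.14 ± 0.383 (-1.89, adjusted p = 0.00200) and Sepw1 at 94.2 ± 20.3 (1.11, adjusted p = 0.0164). Sepw1 lost this call without control+veh replicate 1 (adjusted p = 0.0729), 2 (0.0515) or 4 (0.0591) and with robust=TRUE (0.0621) or the replicate block (0.0638). Of the 22 and 21 genes, 19 were shared, 17 lower and 2 higher in both CPA groups. Both comparisons share the control+veh libraries. Independent lists of these sizes would share 0.0179 lower genes, but lists with shared libraries are not independent. Simulated tables without group effects shared 0, which tells little, because such tables hold almost no calls (at most 1 gene per comparison in 5 tables). With the control+veh libraries split into 2 and 2, so that no library was shared, 12 to 13 genes were still common to both. In all 17 of the lower genes control+veh replicate 3 was highest, at 1.44 to 1.86 times the control mean.

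Between CPA+RO and CPA+veh, edgeR called 0 genes (smallest adjusted p = 0.876), with 842 genes at an unadjusted p under 0.05 (1428 without CPA+veh replicate 3 and 2107 without CPA+veh replicate 4), and DESeq2, limma-voom and limma-trend also called 0 with 907, 827 and 857 genes. With these 2 groups fitted alone, 1 gene was called higher. The smallest p values belonged to genes such as Rpl30, a ribosomal protein (log2 fold change -0.72), Rsph1, a protein of ciliary axonemes (-0.62), and Msx1, a homeobox factor (-0.78), all with an adjusted p of 0.876. Groups did not overlap in 372 genes (1.95%), below the 2.86% that chance gives. Of the 22 genes changed in CPA+veh, 12 lay closer to control+veh in CPA+RO, among them Cbln1 at 14.1 ± 1.23 CPM (SD, n = 4). The 22 were picked for their difference in CPA+veh, which alone favours closer values in CPA+RO, so this count is no sign of a normalization. Some rest on few counts, such as Kif12 with 0 over CPA+veh and 6 over CPA+RO. By edgeR's test 3 of the 22 had an unadjusted p under 0.05 between CPA+RO and CPA+veh. Across all genes, the change from control+veh to CPA+veh and the change from CPA+veh to CPA+RO had a Pearson r of -0.0378 when different CPA+veh rats entered each (-0.0905 to -0.00664 over 6 splits into 2 and 2, with genes not independent). The unsplit r of -0.432 shares CPA+veh libraries, and simulated tables without group effects gave -0.517 to -0.491, while the unsplit covariance of -0.0410 lay below the simulated -0.0302 to -0.0277. The simulated genes vary independently of each other, so a covariance below their range cannot tell an effect from shared differences between rats.

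**Figure D1:**
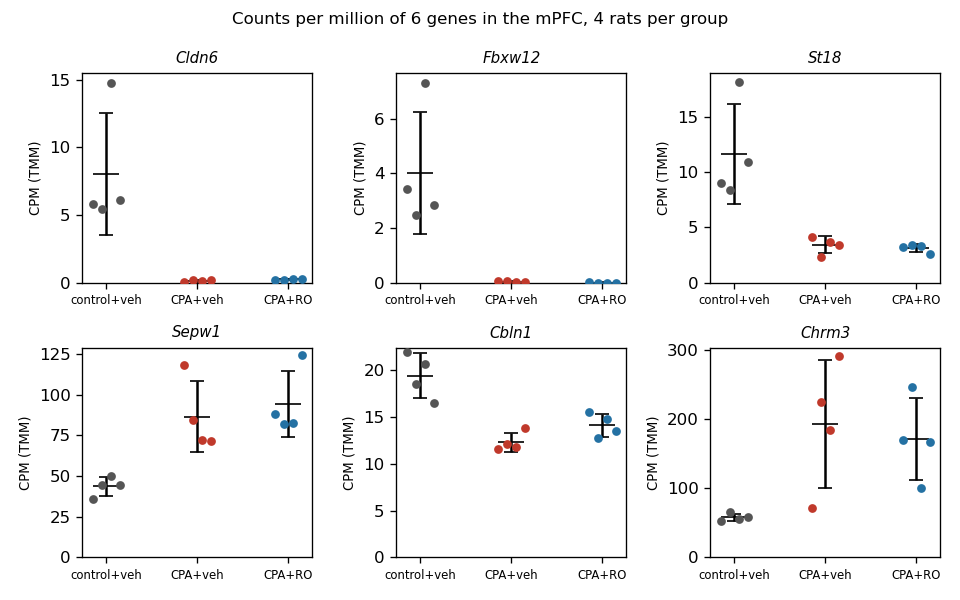
CPM after TMM normalization of Cldn6, Fbxw12, St18, Sepw1, Cbln1 and Chrm3 in control+veh, CPA+veh and CPA+RO rats, with 1 point per rat and the mean ± SD of 4 rats. Every CPA rat lies below every control+veh rat in Cldn6, Fbxw12, St18 and Cbln1 and above in Sepw1 and Chrm3.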

RNA-Seq revealed wide-range transcriptomic changes in CPA rats, which were partially prevented with RO6958375 treatment (Figure 5N). Pathway analysis showed that gene networks associated with mitochondrial function, peptide metabolism, steroid hormones, muscarinic and amine ligand binding receptors, as well as axonal degeneration and toxicity were upregulated following CPA, whereas genes associated with transcriptional regulation of FOXF1 downstream activation were downregulated (Figure 5N, first column). 

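Respiratory chain genes were slightly higher in CPA+veh than in control+veh, with 61 of 64 nuclear-encoded subunits above 0 and a median log2 fold change of 0.12. Cox8a, a subunit of cytochrome c oxidase, was at 215 ± 32.8 CPM in CPA+veh and 176 ± 10.7 in control+veh (SD, n = 4; log2 fold change 0.29, standard error 0.09), and Cycs, cytochrome c itself, at -0.17 on the log2 scale. The respiratory list rose by camera's test (adjusted p = 1.34e-07), with adjusted p = 0.674 with an estimated correlation. The lists of complex I biogenesis (53 genes, median 0.09, adjusted p = 0.000241), ATP synthase (16 genes, 0.11, adjusted p = 0.00891) and mitochondrial translation (94 genes, 0.06, adjusted p = 0.00211) rose by the same test, with an adjusted p of 0.674, 0.674 and 0.787 with an estimated correlation. Of 83 genes of peptide chain elongation, mostly ribosomal proteins, 77 lay above 0 (median 0.10, adjusted p = 0.000161), with adjusted p = 0.787 with an estimated correlation. Rpl38 was at a log2 fold change of 0.29 and Rpl39 at -0.26. Without CPA+veh replicate 2, the respiratory median was 0.045 (adjusted p = 0.0374), while complex I (0.039, adjusted p = 0.302), ATP synthase (0.026, 0.534), mitochondrial translation (-0.0037, 0.996) and elongation (0.023, 0.534) lost their calls. Elongation also lost its call without CPA+veh replicate 1 (0.038, adjusted p = 0.391) and had larger medians without replicates 3 and 4 (0.151 and 0.172), as had ATP synthase (0.170) and mitochondrial translation (0.097) without CPA+veh replicate 4, and mitochondrial translation lost its call without control+veh replicate 4 (0.028, adjusted p = 0.0965). CPA+veh replicates 1, 2, 3 and 4 stood at 0.19, 0.30, 0.01 and -0.07 for the respiratory list against the control mean and at 0.28, 0.31, -0.09 and -0.16 for elongation. Per-library trends with gene length differed in the same way, with a Spearman correlation across genes of -0.298, -0.583, 0.149 and 0.377. Control+veh replicates 1, 2, 3 and 4 had trends of -0.315, 0.245, 0.032 and 0.327, so such trends were not confined to CPA+veh. After a correction for gene length the medians were 0.03 for the respiratory list (adjusted p = 0.0643) and 0.002 for elongation (adjusted p = 0.982).

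No member of these 5 lists rose or fell over all genes or adjusted over the list alone by edgeR's test. At an unadjusted p under 0.05 there were 9 respiratory chain genes (8 higher, 1 lower) and 4 elongation genes (3 higher, 1 lower), and DESeq2 and limma-voom called 0 in either list. Of 27 genes of steroid hormone metabolism, 20 lay above 0 (median 0.09) and the list did not pass (adjusted p = 0.0963). It passed in 5 of 32 alternatives, among them without CPA+veh replicate 3 (median 0.135, adjusted p = 0.0217) and with CPM of at least 1 in 4 libraries (0.0156), of which 1 was chosen after seeing the data. Its member of smallest p was Cyp11b3, of the cytochromes of corticosteroid synthesis, at 0.74 (adjusted p = 0.109 over the list alone). Of 26 genes of axonal degeneration, 12 lay above 0 and 14 below, with median -0.002 and mean -0.008 while the test leaned up (adjusted p = 0.902). Nefm, a neurofilament subunit, was at 0.31 and Capn1, a calpain protease, at -0.35. Foxf1, a forkhead transcription factor, was at 2.15 ± 0.502 CPM in control+veh and 1.86 ± 0.597 in CPA+veh (SD, n = 4; log2 fold change -0.20, adjusted p = 0.772). Its fold change was -0.40 to -0.06 with 1 library left out and 0.14 without CPA+veh replicates 1 and 2 together, a setting chosen after seeing the data, and no list of its targets was tested.

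All 5 muscarinic receptor genes lay above 0 in CPA+veh (median 0.14, mean 0.42), and the list rose by camera's test (adjusted p = 0.00507), with adjusted p = 0.587 with an estimated correlation. The largest value was that of Chrm3 (NCBI gene 24260, chromosome 17 of GRCr8 from 64696549 to 65158622), the gene from whose human counterpart hM3Dq was engineered. Reads of the transgene and of rat Chrm3 cannot be told apart in these counts. Chrm3 was at 58.0 ± 5.04 CPM in control+veh, 193 ± 92.5 in CPA+veh and 171 ± 59.6 in CPA+RO (SD, n = 4), with every CPA rat above every control+veh rat. Its log2 fold change in CPA+veh was 1.74 (standard error 0.33, adjusted p = 0.0762 over all genes and 0.000599 when adjusted over the list alone), and DESeq2 called it (adjusted p = 0.000540, the lowest of 30 alternatives, which reach up to 0.277). Chrm3 was also called by edgeR without CPA+veh replicate 1, at 2.01 (adjusted p = 0.00268), and with no filter on low counts (0.0154). Chrm1 and Chrm4, the other members of small p, were at 0.16 and 0.14 (each with adjusted p = 0.0559 over the list alone). Of 33 amine ligand-binding receptors, 26 lay above 0 (median 0.12, mean -0.004), and the list rose by camera's test (adjusted p = 0.0362), with adjusted p = 0.674 with an estimated correlation. By edgeR Drd3 alone passed over all genes, as a fall, as by limma-voom, while DESeq2 called Adra1b, Chrm3 and Drd3. Chrm3, the alpha-1B adrenoceptor gene Adra1b (0.46) and the histamine H3 receptor gene Hrh3 (0.24) rose and Drd3 fell when adjusted over the list alone. Among them, 10 of 11 serotonin receptors lay above 0 (median 0.16, adjusted p = 0.0453), with adjusted p = 0.674 with an estimated correlation, and Htr2a was at 0.30. The muscarinic list lost its call without CPA+veh replicate 4 (adjusted p = 0.0738). The amine list lost its call without control+veh replicates 1 (adjusted p = 0.319) and 2 (0.0609), CPA+veh replicates 3 (0.436) and 4 (0.218) or CPA+RO replicates 1 (0.0557), 3 (0.0552) and 4 (0.0871), and the serotonin list without control+veh replicates 1 (0.0985) and 3 (0.129) or CPA+veh replicates 3 (0.239) and 4 (0.288), with a median of 0.254 without control+veh replicate 2.

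Markers of other cell types moved in the same rats. All 16 oligodendrocyte markers lay above 0 (median 0.26, adjusted p = 1.34e-07), with Mbp, myelin basic protein, at 1013 ± 64.6 CPM in control+veh and 1453 ± 551 in CPA+veh (SD, n = 4). All 15 endothelial markers lay below 0 (median -0.34, adjusted p = 4.32e-06), and 4 of them fell when adjusted over the list alone, among them Pecam1 (-0.47) and Emcn (-0.47). With an estimated correlation both lists had adjusted p = 0.674. CPA+veh replicates 1, 2, 3 and 4 stood at 0.57, 0.27, 0.08 and 0.07 for oligodendrocyte markers and at -0.65, -0.58, -0.20 and -0.01 for endothelial markers, and without CPA+veh replicate 1 the oligodendrocyte median was 0.146. By rat, the respiratory list was at 0.11 ± 0.17 in CPA+veh (SD, n = 4; two-sided exact permutation p = 0.257) and the elongation list at 0.09 ± 0.24 (SD, n = 4; exact permutation p = 0.486).

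In total 15 of 45 lists rose and 2 fell by camera's test, and with an estimated correlation 0 passed (smallest adjusted p = 0.587, 2 lists at an unadjusted p under 0.05), as with fry (0 lists, smallest adjusted p = 0.0688).

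**Figure D2:**
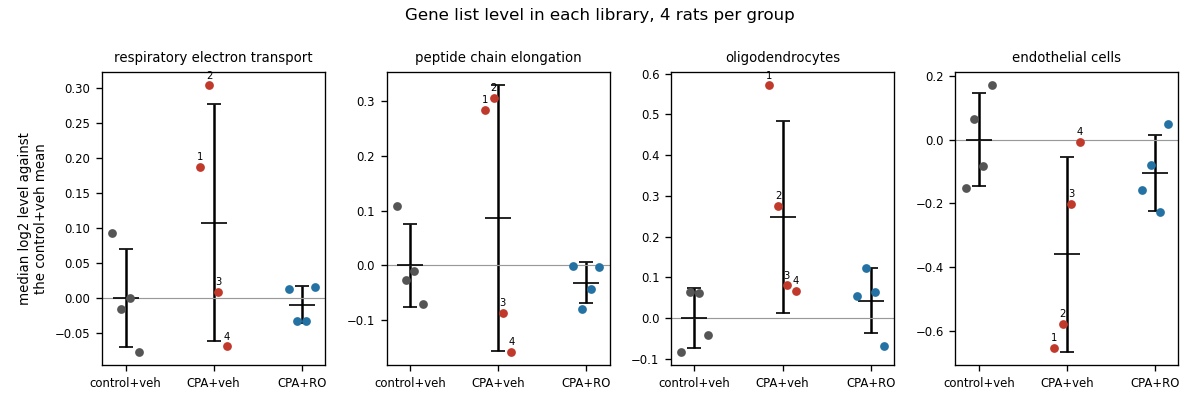
Median log2 level of respiratory electron transport, peptide chain elongation, oligodendrocyte and endothelial genes in each library against the control+veh mean, with 1 point per rat, the mean ± SD of 4 rats and the CPA+veh replicates numbered. CPA+veh replicates 1 and 2 lie apart from replicates 3 and 4 in all 4 panels.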

RO6958375 treatment normalized the expression of a subset of gene networks, involved in mitochondrial function, peptide metabolism, steroid hormones and axonal degeneration (Figure 5N third column, lower half). However, RO6958375 treatment also augmented expression in certain gene networks, involved in developmental processes, nerve pulse transmission, glutamatergic metabolism and transmission, as well as several neurotransmitter receptor classes (Figure 5N third column, lower half). 

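Respiratory chain genes were lower in CPA+RO than in CPA+veh and close to control+veh. Of the 64 respiratory genes 61 lay below 0 against CPA+veh (median log2 fold change -0.13, adjusted p = 1.82e-12 from camera), with adjusted p = 0.531 with an estimated correlation, and against control+veh the median was -0.01 (adjusted p = 0.747). Cox8a stood at 182 ± 10.4 CPM in CPA+RO (SD, n = 4), a log2 fold change of -0.24 against CPA+veh, and Ndufb8 of complex I was at -0.23. Elongation genes moved likewise, with 75 of 83 below 0 against CPA+veh (median -0.13, adjusted p = 4.62e-12), with adjusted p = 0.531 with an estimated correlation, and a median of -0.03 against control+veh (adjusted p = 0.109). The medians against CPA+veh were -0.056 for both lists without CPA+veh replicate 2, and elongation was at -0.069 without CPA+veh replicate 1 and at -0.206 without CPA+veh replicate 4. After a correction for gene length the medians of respiratory electron transport and peptide chain elongation against CPA+veh were -0.034 and -0.027, and without CPA+veh replicates 1 and 2 together, a setting chosen after seeing the data, they turned to 0.028 and 0.090. Against control+veh, elongation was called lower without control+veh replicate 4 (-0.056, adjusted p = 0.0124) or CPA+RO replicate 1 (-0.043, adjusted p = 0.0464), and in 5 of 32 alternatives in all, of which 1 was chosen after seeing the data.

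Rpl30 was at 84.7 ± 17.3 CPM in CPA+veh and 51.3 ± 11.1 in CPA+RO (SD, n = 4; standard error of the log2 fold change 0.16). It did not pass over all genes but fell over the list alone (adjusted p = 0.0317), while its level in control+veh was 84.4 ± 8.55 CPM (SD, n = 4). Complex I biogenesis (median -0.10, adjusted p = 3.26e-08), ATP synthase (-0.14, 8.05e-06) and mitochondrial translation (-0.10, 1.16e-09) fell by the same test, each with adjusted p = 0.531 with an estimated correlation, and lay at -0.02, -0.02 and -0.03 against control+veh (adjusted p = 0.662, 0.513 and 0.109). Without CPA+veh replicate 2 their medians against CPA+veh were -0.045, -0.055 and -0.030, and ATP synthase (adjusted p = 0.0599) and mitochondrial translation (0.0524) lost their calls. Against control+veh, mitochondrial translation was called lower without control+veh replicate 4 (-0.063, adjusted p = 0.00229) and in 6 other alternatives of 32, among them DESeq2 (adjusted p = 0.0206) and sample quality weights (0.0331). Of 27 genes of steroid hormone metabolism 20 lay below 0 against CPA+veh (median -0.08), and the list fell (adjusted p = 0.00923), with adjusted p = 0.531 with an estimated correlation. Hsd17b12, an enzyme of steroid and fatty acid metabolism, was at -0.17 and Stard6, a lipid transfer protein, at -0.40, while Star, which carries cholesterol into mitochondria, was at 0.87. The steroid list lost its call without CPA+veh replicate 1 (-0.044, adjusted p = 0.128) or 2 (-0.055, 0.0832), and had larger medians without CPA+veh replicates 3 (-0.134) and 4 (-0.139) or CPA+RO replicate 1 (-0.141). Axonal degeneration genes had a median of 0.02 against CPA+veh, with 17 of 26 above 0 (adjusted p = 0.234), and Nefm was at -0.15. The list was called higher without CPA+veh replicate 3 (0.074, adjusted p = 0.0354).

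Over all genes edgeR called 0 members of these 6 lists and of the 26 genes of axonal degeneration, with 10 respiratory, 3 elongation and 6 steroid genes at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 of them as well. Against control+veh DESeq2 called Rpl30 lower. Oligodendrocyte markers fell against CPA+veh (16 of 16 below 0, median -0.24, adjusted p = 1.67e-08) and endothelial markers rose (13 of 15 above 0, median 0.19, adjusted p = 0.000362), both with adjusted p = 0.531 with an estimated correlation. Oligodendrocyte markers were at -0.122 without CPA+veh replicate 1. Endothelial markers lost their call without CPA+veh replicate 2 (0.101, adjusted p = 0.0586) and stood at 0.102, 0.320 and 0.076 without CPA+veh replicates 1 and 4 and CPA+RO replicate 4. By rat, CPA+RO stood at -0.009 ± 0.03 for the respiratory list (SD, n = 4; exact permutation p = 0.343 against CPA+veh) and at -0.03 ± 0.04 for elongation (SD, n = 4; exact permutation p = 0.429). In total 9 lists rose and 10 fell against CPA+veh (3 and 6 without CPA+veh replicate 2), with 0 calls with an estimated correlation (smallest adjusted p = 0.531, 1 list at an unadjusted p under 0.05) or with fry (smallest adjusted p = 0.514).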

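Of the 3 receptor lists, serotonin receptors had the highest median log2 fold change in CPA+RO against control+veh (0.30, with 10 of 11 above 0), while by the mean muscarinic receptors lay further above (0.38 against 0.35). The muscarinic mean includes Chrm3 at 1.56, where reads of the hM3Dq transgene and rat transcripts cannot be told apart. Htr2c, the 5-HT2C receptor, was at 67.2 ± 14.3 CPM in control+veh, 72.6 ± 11.7 in CPA+veh and 92.1 ± 9.89 in CPA+RO (SD, n = 4), a log2 fold change of 0.45 against control+veh. Htr2b (0.89), Htr1d (0.72) and Htr1b (0.36) rose with it over the list alone (each with adjusted p = 0.0370), and none of the 11 passed over all genes, with 7 at an unadjusted p under 0.05 and 0 called by DESeq2 or limma-voom. The serotonin list rose by camera's test (adjusted p = 7.82e-07), as did all 33 amine receptors as 1 list (27 above 0, median 0.21, adjusted p = 1.12e-06) and the 5 muscarinic receptors (median 0.17, adjusted p = 0.000977), each with adjusted p = 0.201 with an estimated correlation. These 3 calls held without each of the 12 libraries in turn. Chrm3 is a member of the muscarinic and amine lists, and neither list was tested without it. Leaving out single rats cannot show how much of these 2 calls comes from transgene reads. Of the amine receptors Chrm3 rose and Drd3 fell when adjusted over the list alone, and over all genes edgeR and limma-voom called the fall of Drd3 and DESeq2 called both.

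Genes of nerve impulse transmission rose against control+veh (39 of 45 above 0, median 0.10, adjusted p = 6.33e-07), as did glutamatergic transmission (47 of 56, median 0.09, adjusted p = 9.78e-05) and neurogenesis and synaptogenesis (56 of 64, median 0.09, adjusted p = 6.33e-07). With an estimated correlation these lists had an adjusted p of 0.418, 0.528 and 0.551. Examples are Syngr1, a protein of synaptic vesicles (0.29), Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons (0.18), Grin1, the obligatory NMDA receptor subunit (0.14), Cntnap1, a protein of axon-glia junctions (0.27), and Robo1, an axon guidance receptor (0.27). No member of the 3 lists passed over all genes or when adjusted over the list alone, with 6, 5 and 6 members at an unadjusted p under 0.05 and 0 called by DESeq2 or limma-voom. Glutamate metabolism did not pass (24 genes, median 0.04, adjusted p = 0.109), except without CPA+RO replicate 1 (0.059, adjusted p = 0.0348). Pyramidal neuron markers rose too (13 of 14 above 0, median 0.11, adjusted p = 0.00121), with adjusted p = 0.201 with an estimated correlation. The 4 calls held without each library in turn, with neurogenesis at 0.053 without control+veh replicate 1 and pyramidal markers at 0.063 and 0.062 without control+veh replicate 4 or CPA+RO replicate 1.

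Against CPA+veh the changes were smaller for transmission genes. Neurogenesis and synaptogenesis rose (57 of 64 above 0, median 0.08, adjusted p = 1.44e-08), with adjusted p = 0.531 with an estimated correlation, with Flrt3, an adhesion protein of axon guidance, at 0.26 and L1cam, a neuronal adhesion molecule, at 0.21. Glutamatergic transmission (41 of 56 above 0, median 0.04, adjusted p = 0.00923), nerve impulse transmission (29 of 45, median 0.06, adjusted p = 0.0440), serotonin receptors (8 of 11, median 0.20, adjusted p = 0.0110) and amine receptors (22 of 33, median 0.09, adjusted p = 0.0271) rose by the same test. With an estimated correlation their adjusted p was 0.569, 0.685, 0.531 and 0.531. Muscarinic receptors did not pass (median -0.06, adjusted p = 0.997). Gria1, an AMPA receptor subunit, was at 0.14. Neurogenesis was at 0.026 without CPA+veh replicate 2 and 0.133 without replicate 4, and the other 4 lists lost their calls. Without CPA+veh replicate 2 glutamatergic transmission was at 0.011 (adjusted p = 0.961), nerve impulse at -0.0030 (0.649), serotonin at 0.121 (0.0599) and amine receptors at 0.050 (0.153). Glutamatergic transmission was also not called without CPA+RO replicate 4 (adjusted p = 0.0866), and was at 0.076 and 0.072 without CPA+veh replicates 3 and 4. Nerve impulse transmission was not called without CPA+RO replicates 1 (adjusted p = 0.0969), 2 (0.0927) or 4 (0.104), and was at 0.041 and 0.109 without CPA+veh replicates 1 and 4. Serotonin receptors were not called without CPA+veh replicate 1 (adjusted p = 0.141) or CPA+RO replicates 1 (0.152) and 2 (0.0714), nor amine receptors (0.284, 0.278 and 0.0860).

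By rat, against control+veh, the serotonin, amine, muscarinic and nerve impulse lists each gave the smallest two-sided exact permutation p that 4 rats against 4 allow (p = 0.0286), and glutamatergic transmission and neurogenesis gave p = 0.0571. In total 13 lists rose and 1 fell in CPA+RO against control+veh, with 0 calls with an estimated correlation (smallest adjusted p = 0.201, 6 lists at an unadjusted p under 0.05) or with fry (smallest adjusted p = 0.111).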

Beyond gene network alterations, we observed transcriptional dysregulation for several potassium channels and associated regulatory elements as well as sodium channels, which may contribute to the CPA-induced neuronal hypoexcitability and that were prevented with RO6958375 (Supplementary Figure 4). 

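Among the ion channel genes of Supplementary Figure 4, Kcnj2, which encodes the inward rectifier Kir2.1, differed most clearly. It was at 41.1 ± 5.31 CPM in control+veh, 29.4 ± 4.86 in CPA+veh and 36.6 ± 4.16 in CPA+RO (SD, n = 4), a log2 fold change of -0.48 in CPA+veh (standard error 0.12). Kcnj2 was not called over all genes by edgeR (adjusted p = 0.270), and DESeq2 called it (adjusted p = 0.0335). Kcnj10, the Kir4.1 channel that is found mostly in glia, was at 66.6 ± 12.6 CPM in control+veh, 88.7 ± 18.7 in CPA+veh and 78.4 ± 3.05 in CPA+RO (SD, n = 4; log2 fold change 0.41, adjusted p = 0.367, and 0.26 without CPA+veh replicate 1).

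Of the 14 genes of that figure, edgeR called 0 over all genes in CPA+veh against control+veh, with 12 at an unadjusted p under 0.05, 1 called by DESeq2 and 0 by limma-voom. Adjusted over the list alone, 4 rose, among them Kcnj10, and 5 fell, among them Kcnj2 and Slc5a5. The study chose these genes on the same libraries, so this count is not independent evidence. The count of 9 was 0 without control+veh replicate 4 or CPA+veh replicate 1, 1 without CPA+veh replicate 3, 4 without control+veh replicate 2 or CPA+veh replicate 2, and 14 without CPA+veh replicate 4. In CPA+RO against CPA+veh all 14 had the opposite sign (size 0.07 to 0.55 on the log2 scale), 0 passed over all genes (5 at an unadjusted p under 0.05, 0 by DESeq2 or limma-voom) and 0 over the list alone (lowest adjusted p = 0.105). Both comparisons share the CPA+veh libraries, on which the genes were chosen, and this alone favours opposite signs. Across all genes, simulated tables without group effects gave an r of -0.517 to -0.491 between these comparisons. Against control+veh all 14 were smaller in CPA+RO than in CPA+veh, and 0 passed over all genes (0 at an unadjusted p under 0.05, 0 by DESeq2 or limma-voom).

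All measured potassium channel genes and their regulatory subunits, listed without regard to the figure, did not shift as a group in CPA+veh (52 of 89 above 0, median 0.04, adjusted p = 0.492). No member was called over all genes or when adjusted over the list alone, with 13 at an unadjusted p under 0.05 (8 higher, 5 lower) and Kcnj2 alone called by DESeq2. Kcnip2, a Kv4 channel partner, was at -0.59 and Kcnab2, a Kv beta subunit, at 0.23. Of 15 sodium channel genes 8 lay above 0 and 7 below (median 0.003, mean -0.03, adjusted p = 0.745). None passed over all genes. Adjusted over the list alone, Scn4b (0.70) and Scn2b (0.15) were among those that rose and Scn7a (-0.97, named after its values were seen) among those that fell, and DESeq2 called Scn4b. The 4 HCN channel genes had a median of 0.14 in CPA+veh (adjusted p = 0.0979) and rose in CPA+RO against control+veh (median 0.12, adjusted p = 0.0208), with adjusted p = 0.418 with an estimated correlation. Potassium channels rose in CPA+RO against control+veh (57 of 89 above 0, median 0.07, adjusted p = 0.0263), with adjusted p = 0.676 with an estimated correlation, and had a median of 0.03 against CPA+veh (adjusted p = 0.221). Sodium channels were at 0.11 against CPA+veh (12 of 15 above 0, adjusted p = 0.127) and at 0.10 against control+veh (adjusted p = 0.0637). Without CPA+veh replicate 2, potassium (median 0.081, adjusted p = 0.0123), sodium (0.083, 0.0409) and HCN channels (adjusted p = 0.0123) were called higher in CPA+veh, as were HCN channels with sample quality weights (0.0287) and all 3 lists without CPA+veh replicates 1 and 2 together, a setting chosen after seeing the data. Against CPA+veh, potassium channels were called higher without CPA+veh replicate 3 (adjusted p = 0.0152) or CPA+RO replicate 3 (0.0434), and sodium channels without CPA+veh replicate 4 (0.170, adjusted p = 0.0129). Against control+veh, potassium channels lost their call without control+veh replicates 1 (0.018, adjusted p = 0.372) and 3 (0.0503) or CPA+RO replicates 2 (0.0866) and 4 (0.0883), with a median of 0.042 without CPA+RO replicate 1. HCN channels lost theirs without control+veh replicate 1 (0.0709) or CPA+RO replicate 4 (0.0564), and sodium channels were called higher without control+veh replicate 3 (0.0204), CPA+veh replicates 2 (0.0200) and 4 (0.0366) or CPA+RO replicate 1 (0.0304) and in 6 other alternatives of 32 (lowest adjusted p = 0.00618, with a CPM of at least 1), of which 1 was chosen after seeing the data. The paper names altered potassium and sodium channel expression as a possible contribution to the hypoexcitability of neurons in CPA rats, and states that RO6958375 prevented the alterations. It also proposes mechanisms similar to those in epilepsy, where channels such as Kir2.1, HCN and Kv1.1 are raised. In CPA+veh against control+veh, RNA of Kcnj2 (Kir2.1) was at -0.48. Kcna1, the gene of Kv1.1, was at 0.05 (adjusted p = 0.944, and -0.07 to 0.21 with 1 library left out).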

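Oxtr, the gene of the oxytocin receptor (NCBI gene 25342, chromosome 4 of GRCr8 from 147154374 to 147171723), was expressed at a low level in the mPFC of all 3 groups. It was at 2.72 ± 0.370 CPM in control+veh, 2.35 ± 0.461 in CPA+veh and 3.12 ± 0.980 in CPA+RO (SD, n = 4). The log2 fold change was -0.21 in CPA+veh against control+veh (95% confidence interval -0.68 to 0.27, adjusted p = 0.772), 0.41 in CPA+RO against CPA+veh (-0.07 to 0.88, adjusted p = 0.876) and 0.20 in CPA+RO against control+veh (-0.27 to 0.67, adjusted p = 0.933). With 1 library left out these values were -0.31 to -0.10, 0.24 to 0.58 and 0.04 to 0.38. All 3 intervals include 0, and they leave room for a rise of up to 0.88 and a fall to -0.68 on the log2 scale. Avpr1a, the gene of the related vasopressin V1a receptor, was at -0.15 in CPA+veh against control+veh (adjusted p = 0.918).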

Of note, RNASeq did not show significant alterations of OXTR expression in any condition (data not shown), which has important implications for the interpretation of our data.

### Sub-chronic selective OXTR activation alleviates CPA-induced deficits in social interaction

Finally, we addressed whether the RO6958375-mediated restoration of PFC physiology and transcription also manifest on the behavioral level using a separate group of animals. Social behavior was again evaluated by using the three-chamber sociability test after CPA with RO6958375 or vehicle treatment. Indeed, the social deficits observed in CPA rats were not evident following RO6958375 treatment at 0.001 or 0.07 mg/kg compared to the vehicle treatment (Figure 5O). Locomotor activity was similar between conditions (Supplementary Figure 5B). Our results demonstrate the prosocial effect of selective OXTR agonism in this circuit model of social behavior impairment, substantiating its translational value.

## Discussion

Modeling social impairment seen in neurodevelopmental and neuropsychiatric conditions preclinically remains a challenge owing to the largely idiopathic nature of these conditions. To address this problem, we adopted a two-step approach, by developing a mechanistic model (the CPA rat model) of social dysfunction and utilizing our novel OXTR-specific agonist to demonstrate efficacy. The CPA model is based on chronic perturbation of the PFC, a candidate node in the social brain network also disrupted in SZ and ASD (see introduction). Previous circuit studies have delineated various neural pathways necessary and sufficient for orchestrating social behavior on acute timescales (Bicks et al., 2015; Yizhar and Levy, 2021). However, the utility of these circuit models in drug discovery remains limited due to the acute nature of these manipulations and the lack of validated pharmacological intervention paradigms. In this context, our work provides a unique systems biology framework where chronic dysfunction of PFC social-circuits is modeled preclinically and can potentially be used to gain insights into the mechanism-of-action of novel therapeutic interventions.

Several lines of evidence suggest that PFC E/I imbalance represents a common circuit substrate for various causes of social impairment in ASD (Rubenstein and Merzenich, 2003; Nelson and Valakh, 2015). Clinical evidence comes from gene mutations affecting excitability and synaptic function in ASD (Voineagu et al., 2011). In fact, 50–70% of children with ASD display physiological abnormalities indicative of cortical hyperactivity (Lewine et al., 1999; Dichter et al., 2009). Elegant experimental work has demonstrated that acute PFC hyperactivity reversibly impedes social interactions in rodents (Yizhar et al., 2011; Benekareddy et al., 2018). We hypothesized that perturbation of PFC function will also impair social behavior on longer time scales. Therefore, we chose a chemogentic-based approach for stimulating PFC activity over several days. Our finding that prolonged hyperactivity of PFC pyramidal neurons results in persistent hypoexcitability has important implications for experiments involving repeated modulation of neuronal activity via hM3Dq. To our knowledge, this is the first study revealing that hM3Dq-mediated hyperactivity downscales neuronal excitability reminiscent of homeostatic plasticity. In homeostatic plasticity, increased activity levels lead to a reduction of synaptic efficacy or intrinsic excitability to maintain an internal set point, e.g., the firing frequency or membrane potential [reviewed in Turrigiano (2012)]. In a disease context, similar ‘adaptive’ changes are known from epilepsy, in which network hyperactivity leads to a downscaling of neuronal excitability, due to upregulation of potassium channels (e.g., Kir2.1, HCN and Kv1.1 channels). The resulting increased potassium leakage reduces the resting membrane potential and input resistance, which impairs action potential generation (Stegen et al., 2009, 2012; Young et al., 2009; Kirchheim et al., 2013). We propose that similar mechanisms are engaged upon CPA, in which the hypoexcitability is associated with decreased resting membrane potential, input resistance and elevated potassium currents. Our transcriptome results corroborate this notion, showing that several genes encoding for potassium channels, associated regulatory elements and other ion channels are dysregulated following CPA. While assessing the specific role of individual transcriptional alterations was not in the scope of the present study, and our bulk transcriptomic approach does not delineate cell type-specific effects, our results point to complex ion channel alterations that may underlie CPA-mediated hypoexcitability. Importantly, gene network alterations involved in mitochondrial function and metabolism may also contribute to hypoexcitability, considering for instance that deficits in energy production will impair neuronal function. While the functional consequences on the network level were not addressed in the current study, it is tempting to speculate that CPA disrupts processing of afferent signals (e.g., social cues) in the PFC, which in turn impedes socially-directed behavior. Since OXTR expression remained unchanged in all experimental conditions, social dysfunction in the CPA model is unlikely a consequence of OXTR downregulation. Notably, our experiments showed that in the LHb and the VTA (Beier et al., 2017; Murugan et al., 2017; Benekareddy et al., 2018) spontaneous activity was not affected by CPA, which suggests that CPA impairs social behavior predominantly by disrupting PFC physiology, and not necessarily its downstream targets. This clearly differentiates the CPA model from the acute model, in which social impairment due to hM3Dq-mediated PFC overexcitation could be completely restored by inhibiting the LHb (Benekareddy et al., 2018).

Intriguingly, our electrophysiological data demonstrated that repeated OXTR activation prevented or reversed CPA-induced dysfunction of PFC pyramidal neurons. A sub-population of excitatory PFC neurons express OXTRs (Tan et al., 2019) and OXTR-activation has been shown to depolarize subicular neurons by activating TRPV1 channel activation of potassium-channel depression (Hu et al., 2021). In this context, it is reasonable to speculate that OXTR-activation engages similar direct mechanisms in the PFC to counteract CPA-induced hypoexcitability. Another plausible, though indirect, mechanism-of-action relies on neuronal inhibition. In line with the concept of homeostatic plasticity, enhanced inhibition could counteract the hyperactivity-induced downscaling of excitability by adjusting the internal set point of affected neurons. Indeed, oxytocin has been shown to boost inhibition in several brain areas, including the PFC (Li et al., 2016), the amygdala (Viviani et al., 2011; Knobloch et al., 2012), the auditory cortex (Marlin et al., 2015) and other sensory systems [reviewed in Grinevich and Stoop (2018)]. Recently, it has been demonstrated that early-life oxytocin treatment can rescue social deficits in a bilateral whisker trimming model and in Fmr1 KO mice by counteracting hippocampal hyperactivity (Pan et al., 2022). In the PFC, OXTRs are expressed by a subset of GABAergic interneurons (Nakajima et al., 2014) that could be activated via OXTR-signaling [reviewed in Stoop (2012), Jurek and Neumann, 2018]. Indeed, optogenetic activation of these interneurons leads to inhibition of PFC pyramidal neurons (Li et al., 2016). We suggest that this inhibition drives the internal set point of hyperactive PFC neurons away from their pathological state to restore PFC function and social behavior.

So far, studying the therapeutic effect of oxytocin has been challenging due to the short half-life, poor brain penetration and the inherent exposure variability associated with administration methods such as intranasal delivery. Therefore, the question remains whether enough oxytocin reaches the brain after peripheral administration to exert behavioral effects (Leng et al., 2022). Moreover, the interpretation of behavioral effects seen in studies using oxytocin may be hampered due to its agonistic activity on V1aR, which is of particular interest, since in adult rats oxytocin has been shown to elicit larger prosocial effects compared to the more OXTR-selective oxytocin-derivative TGOT (Suraev et al., 2014). To overcome these limitations we developed RO6958375, a derivative of oxytocin that shows outstanding selectivity for OXTR and sustained brain exposure. Our results show that a low dose of 0.001 mg/kg RO6958375, resulting in an estimated 10% brain OXTR receptor activation, is sufficient to elicit prosocial effects in our rodent model. In contrast, previous *in vivo* studies (Peñagarikano et al., 2015; Peñagarikano, 2017) typically use high oxytocin doses (1 mg/kg i.p.), which could result in OXTR-desensitization and peripheral V1aR activation, causing vasoconstriction that may interfere with behavior readouts. Compared to bivalent oxytocin agonists described previously (Busnelli et al., 2016), RO6958375 has the advantage of being smaller and therefore having a better brain penetration. An open question in the field concerns the right time for oxytocin-treatment in neurodevelopmental disorders, with many advocating for a treatment as early as possible. From our data, indeed, it remains unclear if OXTR activation is only efficacious in a certain time window during which CPA-driven alterations emerge or if treatment could even restore PFC physiology after chronification. Further studies are needed to better understand the mechanism-of-action and the disease-context for which OXTR activation will be therapeutically useful.

Oxytocin-release in the brain is well known to regulate several aspects of social behavior through a distributed network of OXTR-containing neurons, which receive oxytocinergic input mainly from the paraventricular nucleus [reviewed in Jurek and Neumann (2018)]. Studies in rodents showed that the PFC, the VTA, the amygdala and the nucleus accumbens are important network nodes to mediate acute prosocial and anxiolytic effects of oxytocin (Knobloch et al., 2012; Dölen et al., 2013; Song et al., 2016; Hung et al., 2017). In fact, it has been hypothesized that this may be specifically mediated by oxytocin acting on OXTRs (Song et al., 2016; Zhu et al., 2021). These studies can explain the acute prosocial effects of oxytocin on the behavioral level, as shown previously by others and by us in the current study. In addition, our findings on the electrophysiological properties and transcriptomic alterations expand this view, by speaking to a long-lasting restoration of PFC function by subchronic OXTR-application. Oxytocin has also been shown to have long-lasting effects on fear and social anxiety [reviewed in Triana-Del Río et al. (2019)], which could be mediated by plasticity-related gene expression downstream of OXTR-signaling [reviewed in Jurek and Neumann (2018)]. However, it is important to note that chronic OXTR-activation in a “healthy” brain may also be detrimental (Winter et al., 2021). Further investigations into the effect of OXTR-signaling on longer timescales would help to elucidate the therapeutic potential of OXTR agonists for the treatment of behavioral deficits in neurodevelopmental and neuropsychiatric disorders. Moreover, our work should motivate future studies, to assess in more depth the pharmacological consequences on social behavior and other behavioral domains as well as on the processing of relevant sensory stimuli. Given that the current study only tested the behavior in the 3-chamber sociability assay, we cannot exclude that the observed differences in social behavior may be due to increased levels of anxiety, deficits in olfactory sensation or changes in other relevant domains.

In conclusion, our study indicates that hyperactivity-dependent maladaptation could be a critical component in social circuit dysfunction relevant for ASD and SZ (Rubenstein and Merzenich, 2003; Kehrer et al., 2008; Markram and Markram, 2010; Vattikuti and Chow, 2010), and that selective OXTR activation could prevent the chronification of such deficits. Of note, as we only used male rats in the current study and taking into account the sex-specific regulation of the oxytocin system (Dumais and Veenema, 2016; Caldwell, 2018), our interpretations cannot not be extrapolated without caution to female rats.

## Data availability statement

The data presented in this study are deposited in the GEO (Gene Expression Omnibus, NCBI) repository, accession number GSE246666.

## Ethics statement

The animal study was approved by the Federal Food Safety and Veterinary Office of Switzerland. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

PJ: Conceptualization, Data curation, Formal analysis, Methodology, Visualization, Writing – original draft. FK: Conceptualization, Methodology, Supervision, Writing – review and editing. KB: Methodology, Visualization, Writing – review and editing. SB: Data curation, Formal analysis, Visualization, Writing – review and editing. BB: Methodology, Writing – review and editing. PS: Conceptualization, Writing – review and editing. ME: Formal analysis, Methodology, Writing – review and editing. CG: Conceptualization, Methodology, Project administration, Supervision, Writing – review and editing. MB: Conceptualization, Methodology, Project administration, Supervision, Visualization, Writing – original draft, Writing – review and editing.

## References

[B1] AbdiZ.SharmaT. (2004). Social cognition and its neural correlates in schizophrenia and autism. *CNS Spectr.* 9 335–343.15115945 10.1017/s1092852900009317

[B2] BarakB.FengG. (2016). Neurobiology of social behavior abnormalities in autism and Williams syndrome. *Nat. Neurosci.* 19 647–655.29323671 10.1038/nn.4276PMC4896837

[B3] BeierK. T.KimC. K.HoerbeltP.HungL. W.HeifetsB. D.DeLoachK. E. (2017). Rabies screen reveals GPe control of cocaine-triggered plasticity. *Nature* 549 345–350. 10.1038/nature23888 28902833 PMC6069680

[B4] BenekareddyM.StachniakT. J.BrunsA.KnoflachF.von KienlinM.KünneckeB. (2018). Identification of a corticohabenular circuit regulating socially directed behavior. *Biol. Psychiatry* 83 607–617. 10.1016/j.biopsych.2017.10.032 29336819

[B5] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. *J. R. Stat. Soc. Series B Stat. Methodol.* 57 289–300.

[B6] BernaertsS.BoetsB.BosmansG.SteyaertJ.AlaertsK. (2020). Behavioral effects of multiple-dose oxytocin treatment in autism: A randomized, placebo-controlled trial with long-term follow-up. *Mol. Autism* 11:6.10.1186/s13229-020-0313-1PMC696411231969977

[B7] BicksL. K.KoikeH.AkbarianS.MorishitaH. (2015). Prefrontal cortex and social cognition in mouse and man. *Front. Psychol.* 6:1805. 10.3389/fpsyg.2015.01805 26635701 PMC4659895

[B8] BrownsteinM. J.RussellJ. T.GainerH. (1980). Synthesis, transport, and release of posterior pituitary hormones. *Science* 207 373–378.6153132 10.1126/science.6153132

[B9] BusnelliM.KleinauG.MuttenthalerM.StoevS.ManningM.BibicL. (2016). Design and characterization of superpotent bivalent ligands targeting oxytocin receptor dimers via a channel-like structure. *J. Med. Chem.* 59 7152–7166. 10.1021/acs.jmedchem.6b00564 27420737

[B10] CaldwellH. K. (2018). Oxytocin and sex differences in behavior. *Curr. Opin. Behav. Sci.* 23 13–20.

[B11] ChoeK. Y.BethlehemR. A. I.SafrinM.DongH.SalmanE.LiY. (2022). Oxytocin normalizes altered circuit connectivity for social rescue of the Cntnap2 knockout mouse. *Neuron* 110 795–808.e6. 10.1016/j.neuron.2021.11.031 34932941 PMC8944915

[B12] ContractorA.EthellI. M.Portera-CailliauC. (2021). Cortical interneurons in autism. *Nat. Neurosci.* 24 1648–1659.34848882 10.1038/s41593-021-00967-6PMC9798607

[B13] DichterG. S.FelderJ. N.BodfishJ. W. (2009). Autism is characterized by dorsal anterior cingulate hyperactivation during social target detection. *Soc. Cogn. Affect. Neurosci.* 4 215–226. 10.1093/scan/nsp017 19574440 PMC2728636

[B14] DölenG.DarvishzadehA.HuangK. W.MalenkaR. C. (2013). Social reward requires coordinated activity of nucleus accumbens oxytocin and serotonin. *Nature* 501 179–184. 10.1038/nature12518 24025838 PMC4091761

[B15] DumaisK. M.VeenemaA. H. (2016). Vasopressin and oxytocin receptor systems in the brain: Sex differences and sex-specific regulation of social behavior. *Front. Neuroendocrinol.* 40 1–23. 10.1016/j.yfrne.2015.04.003 25951955 PMC4633405

[B16] FergusonB. R.GaoW.-J. (2018). PV interneurons: Critical regulators of E/I balance for prefrontal cortex-dependent behavior and psychiatric disorders. *Front. Neural Circuits* 12:37. 10.3389/fncir.2018.00037 29867371 PMC5964203

[B17] ForbesC. E.GrafmanJ. (2010). The role of the human prefrontal cortex in social cognition and moral judgment. *Annu. Rev. Neurosci.* 33 299–324.20350167 10.1146/annurev-neuro-060909-153230

[B18] Foss-FeigJ. H.AdkinsonB. D.JiJ. L.YangG.SrihariV. H.McPartlandJ. C. (2017). Searching for cross-diagnostic convergence: Neural mechanisms governing excitation and inhibition balance in schizophrenia and autism spectrum disorders. *Biol. Psychiatry* 81 848–861. 10.1016/j.biopsych.2017.03.005 28434615 PMC5436134

[B19] GrinevichV.StoopR. (2018). Interplay between oxytocin and sensory systems in the orchestration of socio-emotional behaviors. *Neuron* 99 887–904. 10.1016/j.neuron.2018.07.016 30189208

[B20] GuastellaA. J.BoultonK. A.WhitehouseA. J. O.SongY. J.ThapaR.GregoryS. G. (2023). The effect of oxytocin nasal spray on social interaction in young children with autism: A randomized clinical trial. *Mol. Psychiatry* 28 834–842.36302965 10.1038/s41380-022-01845-8PMC9607840

[B21] HaraY.AgoY.HiguchiM.HasebeS.NakazawaT.HashimotoH. (2017). Oxytocin attenuates deficits in social interaction but not recognition memory in a prenatal valproic acid-induced mouse model of autism. *Horm. Behav.* 96 130–136.28942000 10.1016/j.yhbeh.2017.09.013

[B22] HuB.BoyleC. A.LeiS. (2021). Activation of oxytocin receptors excites subicular neurons by multiple signaling and ionic mechanisms. *Cereb. Cortex* 31 2402–2415. 10.1093/cercor/bhaa363 33341872 PMC8023860

[B23] HuangY.HuangX.EbsteinR. P.YuR. (2021). Intranasal oxytocin in the treatment of autism spectrum disorders: A multilevel meta-analysis. *Neurosci. Biobehav. Rev.* 122 18–27. 10.1016/j.neubiorev.2020.12.028 33400920

[B24] HungL. W.NeunerS.PolepalliJ. S.BeierK. T.WrightM.WalshJ. J. (2017). Gating of social reward by oxytocin in the ventral tegmental area. *Science* 357 1406–1411.28963257 10.1126/science.aan4994PMC6214365

[B25] JurekB.NeumannI. D. (2018). The oxytocin receptor: From intracellular signaling to behavior. *Physiol. Rev.* 98 1805–1908.29897293 10.1152/physrev.00031.2017

[B26] KehrerC.MaziashviliN.DugladzeT.GloveliT. (2008). Altered excitatory-inhibitory balance in the NMDA-hypofunction model of schizophrenia. *Front. Mol. Neurosci.* 1:6. 10.3389/neuro.02.006.2008 18946539 PMC2525998

[B27] KirchheimF.TinnesS.HaasC. A.StegenM.WolfartJ. (2013). Regulation of action potential delays via voltage-gated potassium Kv1.1 channels in dentate granule cells during hippocampal epilepsy. *Front. Cell. Neurosci.* 7:248. 10.3389/fncel.2013.00248 24367293 PMC3852106

[B28] KitagawaK.MatsumuraK.BabaM.KondoM.TakemotoT.NagayasuK. (2021). Intranasal oxytocin administration ameliorates social behavioral deficits in a POGZWT/Q1038R mouse model of autism spectrum disorder. *Mol. Brain* 14:56. 10.1186/s13041-021-00769-8 33726803 PMC7962304

[B29] KnoblochH. S.CharletA.HoffmannL. C.EliavaM.KhrulevS.CetinA. H. (2012). Evoked axonal oxytocin release in the central amygdala attenuates fear response. *Neuron* 73 553–566. 10.1016/j.neuron.2011.11.030 22325206

[B30] LengG.LengR. I.LudwigM. (2022). Oxytocin-a social peptide? Deconstructing the evidence. *Philos. Trans. R. Soc. Lond. B Biol. Sci.* 377:20210055. 10.1098/rstb.2021.0055 35858110 PMC9272144

[B31] LewineJ. D.AndrewsR.ChezM.PatilA. A.DevinskyO.SmithM. (1999). Magnetoencephalographic patterns of epileptiform activity in children with regressive autism spectrum disorders. *Pediatrics* 104 405–418.10469763 10.1542/peds.104.3.405

[B32] LewisD. A.HashimotoT.VolkD. W. (2005). Cortical inhibitory neurons and schizophrenia. *Nat. Rev. Neurosci.* 6 312–324.15803162 10.1038/nrn1648

[B33] LiK.NakajimaM.Ibañez-TallonI.HeintzN. (2016). A cortical circuit for sexually dimorphic oxytocin-dependent anxiety behaviors. *Cell* 167 60–72.e11. 10.1016/j.cell.2016.08.067 27641503 PMC5220951

[B34] LoomesR.HullL.MandyW. P. L. (2017). What is the male-to-female ratio in autism spectrum disorder? A systematic review and meta-analysis. *J. Am. Acad. Child Adolesc. Psychiatry* 56 466–474. 10.1016/j.jaac.2017.03.013 28545751

[B35] MarkramK.MarkramH. (2010). The intense world theory - a unifying theory of the neurobiology of autism. *Front. Hum. Neurosci.* 4:224. 10.3389/fnhum.2010.00224 21191475 PMC3010743

[B36] MarlinB. J.MitreM.D’amourJ. A.ChaoM. V.FroemkeR. C. (2015). Oxytocin enables maternal behaviour by balancing cortical inhibition. *Nature* 520 499–504.25874674 10.1038/nature14402PMC4409554

[B37] Meyer-LindenbergA.DomesG.KirschP.HeinrichsM. (2011). Oxytocin and vasopressin in the human brain: Social neuropeptides for translational medicine. *Nat. Rev. Neurosci.* 12 524–538.21852800 10.1038/nrn3044

[B38] MezianeH.SchallerF.BauerS.VillardC.MatarazzoV.RietF. (2015). An early postnatal oxytocin treatment prevents social and learning deficits in adult mice deficient for Magel2, a gene involved in prader-willi syndrome and autism. *Biol. Psychiatry* 78 85–94. 10.1016/j.biopsych.2014.11.010 25599930

[B39] MubarikA.TohidH. (2016). Frontal lobe alterations in schizophrenia: A review. *Trends Psychiatry Psychother.* 38 198–206.28076640 10.1590/2237-6089-2015-0088

[B40] MuruganM.JangH. J.ParkM.MillerE. M.CoxJ.TaliaferroJ. P. (2017). Combined social and spatial coding in a descending projection from the prefrontal cortex. *Cell* 171 1663–1677.e16. 10.1016/j.cell.2017.11.002 29224779 PMC5889923

[B41] NakajimaM.GörlichA.HeintzN. (2014). Oxytocin modulates female sociosexual behavior through a specific class of prefrontal cortical interneurons. *Cell* 159 295–305. 10.1016/j.cell.2014.09.020 25303526 PMC4206218

[B42] NelsonS. B.ValakhV. (2015). Excitatory/inhibitory balance and circuit homeostasis in autism spectrum disorders. *Neuron* 87 684–698.26291155 10.1016/j.neuron.2015.07.033PMC4567857

[B43] OngürD.PriceJ. L. (2000). The organization of networks within the orbital and medial prefrontal cortex of rats, monkeys and humans. *Cereb. Cortex* 10 206–219. 10.1093/cercor/10.3.206 10731217

[B44] OwenS. F.TuncdemirS. N.BaderP. L.TirkoN. N.FishellG.TsienR. W. (2013). Oxytocin enhances hippocampal spike transmission by modulating fast-spiking interneurons. *Nature* 500 458–462. 10.1038/nature12330 23913275 PMC5283693

[B45] PanL.ZhengL.WuX.ZhuZ.WangS.LuY. (2022). A short period of early life oxytocin treatment rescues social behavior dysfunction via suppression of hippocampal hyperactivity in male mice. *Mol. Psychiatry* 27 4157–4171. 10.1038/s41380-022-01692-7 35840800 PMC9718675

[B46] PeñagarikanoO. (2017). Oxytocin in animal models of autism spectrum disorder. *Dev. Neurobiol.* 77 202–213.27603327 10.1002/dneu.22449

[B47] PeñagarikanoO.LázaroM. T.LuX.-H.GordonA.DongH.LamH. A. (2015). Exogenous and evoked oxytocin restores social behavior in the Cntnap2 mouse model of autism. *Sci. Transl. Med.* 7:271ra8. 10.1126/scitranslmed.3010257 25609168 PMC4498455

[B48] PosserudM.-B.Skretting SolbergB.EngelandA.HaavikJ.KlungsøyrK. (2021). Male to female ratios in autism spectrum disorders by age, intellectual disability and attention-deficit/hyperactivity disorder. *Acta Psychiatr. Scand.* 144 635–646.34494265 10.1111/acps.13368

[B49] RubensteinJ. L. R.MerzenichM. M. (2003). Model of autism: Increased ratio of excitation/inhibition in key neural systems. *Genes Brain Behav.* 2 255–267.14606691 10.1034/j.1601-183x.2003.00037.xPMC6748642

[B50] SchniderP.BissantzC.BrunsA.DolenteC.GoetschiE.Jakob-RoetneR. (2020). Discovery of balovaptan, a vasopressin 1a receptor antagonist for the treatment of autism spectrum disorder. *J. Med. Chem.* 63 1511–1525. 10.1021/acs.jmedchem.9b01478 31951127

[B51] SikichL.KolevzonA.KingB. H.McDougleC. J.SandersK. B.KimS.-J. (2021). Intranasal oxytocin in children and adolescents with autism spectrum disorder. *N. Engl. J. Med.* 385 1462–1473.34644471 10.1056/NEJMoa2103583PMC9701092

[B52] SongZ.BorlandJ. M.LarkinT. E.O’MalleyM.AlbersH. E. (2016). Activation of oxytocin receptors, but not arginine-vasopressin V1a receptors, in the ventral tegmental area of male Syrian hamsters is essential for the reward-like properties of social interactions. *Psychoneuroendocrinology* 74 164–172.27632574 10.1016/j.psyneuen.2016.09.001PMC6417503

[B53] StegenM.KirchheimF.HanuschkinA.StaszewskiO.VehR. W.WolfartJ. (2012). Adaptive intrinsic plasticity in human dentate gyrus granule cells during temporal lobe epilepsy. *Cereb. Cortex* 22 2087–2101.22038909 10.1093/cercor/bhr294

[B54] StegenM.YoungC. C.HaasC. A.ZentnerJ.WolfartJ. (2009). Increased leak conductance in dentate gyrus granule cells of temporal lobe epilepsy patients with Ammon’s horn sclerosis. *Epilepsia* 50 646–653. 10.1111/j.1528-1167.2009.02025.x 19292756

[B55] StoopR. (2012). Neuromodulation by oxytocin and vasopressin. *Neuron* 76 142–159.23040812 10.1016/j.neuron.2012.09.025

[B56] SuraevA. S.BowenM. T.AliS. O.HicksC.RamosL.McGregorI. S. (2014). Adolescent exposure to oxytocin, but not the selective oxytocin receptor agonist TGOT, increases social behavior and plasma oxytocin in adulthood. *Horm. Behav.* 65 488–496.24631584 10.1016/j.yhbeh.2014.03.002

[B57] TanY.SinghalS. M.HardenS. W.CahillK. M.NguyenD.-T. M.Colon-PerezL. M. (2019). Oxytocin receptors are expressed by glutamatergic prefrontal cortical neurons that selectively modulate social recognition. *J. Neurosci.* 39 3249–3263. 10.1523/JNEUROSCI.2944-18.2019 30804095 PMC6788819

[B58] Triana-Del RíoR.van den BurgE.StoopR.HegoburuC. (2019). Acute and long-lasting effects of oxytocin in cortico-limbic circuits: Consequences for fear recall and extinction. *Psychopharmacology* 236 339–354. 10.1007/s00213-018-5030-5 30302511

[B59] TurrigianoG. (2012). Homeostatic synaptic plasticity: Local and global mechanisms for stabilizing neuronal function. *Cold Spring Harb. Perspect. Biol.* 4:a005736.10.1101/cshperspect.a005736PMC324962922086977

[B60] VattikutiS.ChowC. C. (2010). A computational model for cerebral cortical dysfunction in autism spectrum disorders. *Biol. Psychiatry* 67 672–678.19880095 10.1016/j.biopsych.2009.09.008PMC3104404

[B61] VivianiD.CharletA.van den BurgE.RobinetC.HurniN.AbatisM. (2011). Oxytocin selectively gates fear responses through distinct outputs from the central amygdala. *Science* 333 104–107. 10.1126/science.1201043 21719680

[B62] VoineaguI.WangX.JohnstonP.LoweJ. K.TianY.HorvathS. (2011). Transcriptomic analysis of autistic brain reveals convergent molecular pathology. *Nature* 474 380–384.21614001 10.1038/nature10110PMC3607626

[B63] WinterJ.MeyerM.BergerI.RoyerM.BianchiM.KuffnerK. (2021). Chronic oxytocin-driven alternative splicing of Crfr2α induces anxiety. *Mol. Psychiatry* [Epub ahead of print]. 10.1038/s41380-021-01141-x 34035479 PMC10914602

[B64] WiseS. P. (2008). Forward frontal fields: Phylogeny and fundamental function. *Trends Neurosci.* 31 599–608. 10.1016/j.tins.2008.08.008 18835649 PMC2587508

[B65] YizharO.LevyD. R. (2021). The social dilemma: Prefrontal control of mammalian sociability. *Curr. Opin. Neurobiol.* 68 67–75. 10.1016/j.conb.2021.01.007 33549950

[B66] YizharO.FennoL. E.PriggeM.SchneiderF.DavidsonT. J.O’SheaD. J. (2011). Neocortical excitation/inhibition balance in information processing and social dysfunction. *Nature* 477 171–178. 10.1038/nature10360 21796121 PMC4155501

[B67] YoungC. C.StegenM.BernardR.MüllerM.BischofbergerJ.VehR. W. (2009). Upregulation of inward rectifier K+ (Kir2) channels in dentate gyrus granule cells in temporal lobe epilepsy. *J. Physiol.* 587 4213–4233. 10.1113/jphysiol.2009.170746 19564397 PMC2754361

[B68] YoungL. J.BarrettC. E. (2015). Neuroscience. Can oxytocin treat autism? *Science* 347 825–826.25700501 10.1126/science.aaa8120PMC4362686

[B69] ZhuW.DingZ.ZhangZ.WuX.LiuX.ZhangY. (2021). Enhancement of oxytocin in the medial prefrontal cortex reverses behavioral deficits induced by repeated ketamine administration in mice. *Front. Neurosci.* 15:723064. 10.3389/fnins.2021.723064 34566567 PMC8462509

# Supplementary material for: Selective oxytocin receptor activation prevents prefrontal circuit dysfunction and social behavioral alterations in response to chronic prefrontal cortex activation in male rats
**Source:** Front Cell Neurosci. 2023 Dec 7;17:1286552. doi: 10.3389/fncel.2023.1286552
**Supplement:** Supplementary file 1

**Supplementary material**

**Selective oxytocin receptor activation prevents prefrontal circuit dysfunction and social behavioral alterations in response to chronic prefrontal cortex activation in rats**

Names and affiliations of each author

Philipp Janz

Roche Pharma Research and Early Development, Neuroscience and Rare Diseases Discovery & Translational Area, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Frederic Knoflach

Roche Pharma Research and Early Development, Neuroscience and Rare Diseases Discovery & Translational Area, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Konrad Bleicher

Roche Pharma Research and Early Development, Therapeutic Modalities, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Sara Belli

Roche Pharma Research and Early Development, Pharmaceutical Science, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Barbara Biemans

Roche Pharma Research and Early Development, Neuroscience and Rare Diseases Discovery & Translational Area, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Patrick Schnider

Roche Pharma Research and Early Development, Therapeutic Modalities, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Martin Ebeling

Roche Pharma Research and Early Development, Pharmaceutical Science, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Christophe Grundschober *

Roche Pharma Research and Early Development, Neuroscience and Rare Diseases Discovery & Translational Area, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel

Madhurima Benekareddy *

Roche Pharma Research and Early Development, Neuroscience and Rare Diseases Discovery & Translational Area, Roche Innovation Center Basel, F. Hoffmann-La Roche AG, Grenzacherstrasse 124, 4070 Basel; Calico Life Science, 1170 Veterans Blvd., South San Francisco, CA 64080

(* co-last authors)

Corresponding author's name and email address

Name: Philipp Janz

Name: Madhurima Benekareddy

**Supplementary Figures & Tables**

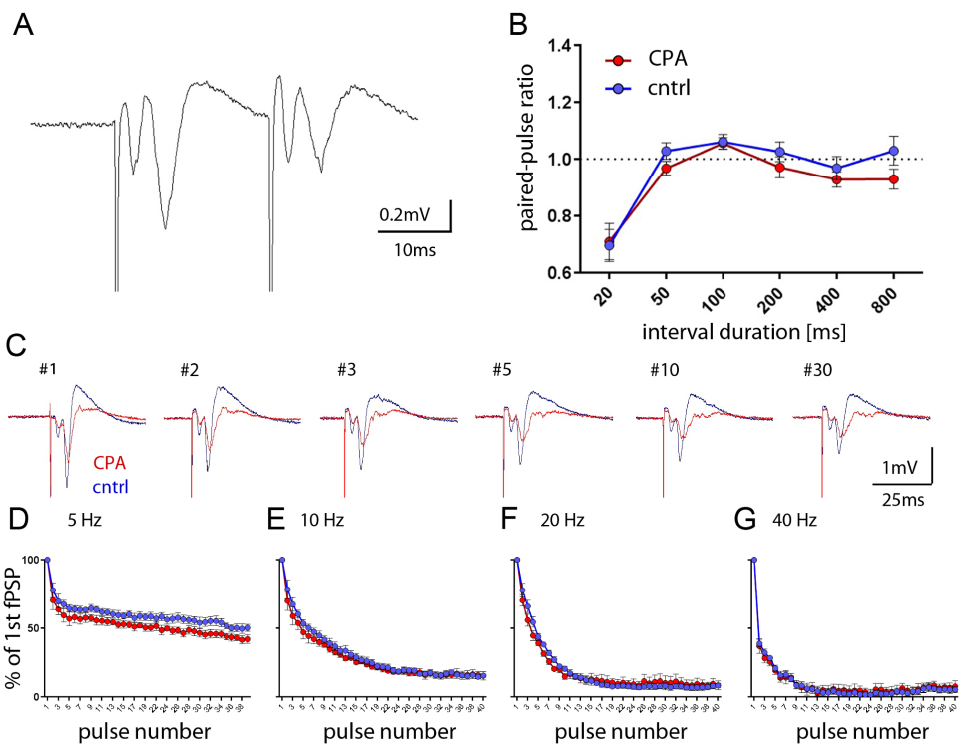

**Supplementary figure 1: Pre-pulse responses and short-term plasticity are preserved in PFC.** A) Representative voltage trace of a paired-pulse response at 20 ms inter-stimulus-interval duration. B) Quantitative analysis of paired-pulse ratios show no significant differences between groups. C) Representative evoked responses from a short-term depression protocol (here with 40 pulses presented at 5 Hz). D-G) Synaptic depression was quantified by inferring the %-change of the respective fPSP amplitude to the first fPSP. No significant differences are evident between groups for different stimulus frequencies (5, 10, 20 and 40 Hz). For paired-pulse and short-term depression protocols the stimulation intensity was used that elicited half maximum slope of the response (80-100 uA). Two-way ANOVA with Sidak`s post-hoc test was performed for statistical comparison. Data is displayed as mean ± SEM.

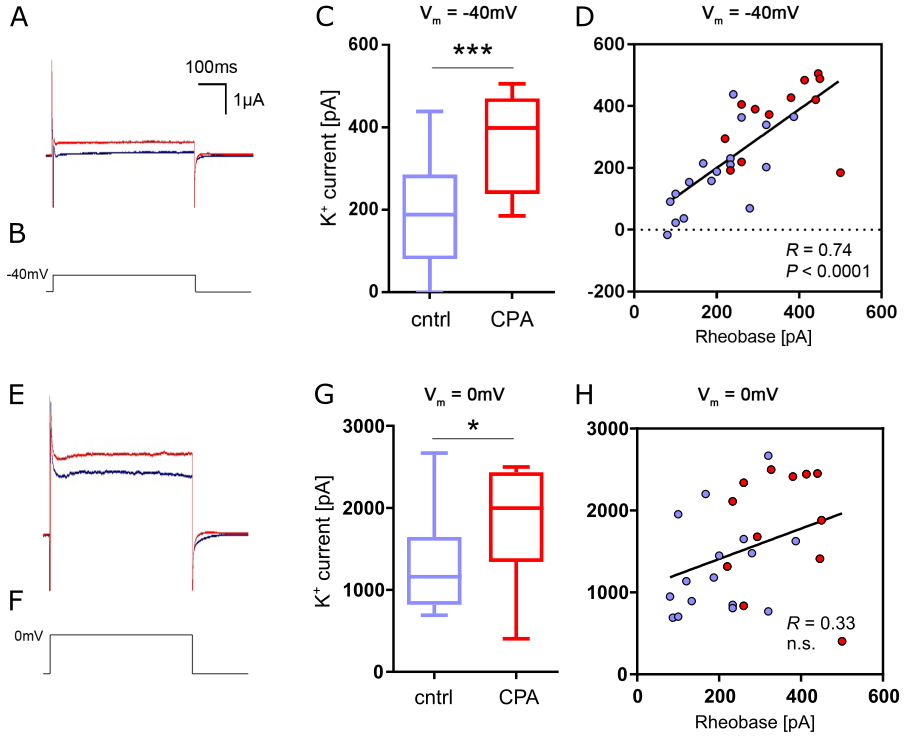

**Supplementary figure 2: Increased potassium currents.** A, B) Representative current traces at -40 mV membrane potential. Steady- state current represents the potassium current mediated by a subset of voltage-gated potassium channels. C) Quantitative analysis of the potassium steady-state current shows a highly significant increase for the CPA group. D) Linear regression analysis shows that this increase is positively correlated with the neuronal excitability represented by the rheobase. E-H) Same analysis performed for membrane potentials at 0 mV. Overall group comparison was performed with Student`s t-test. * p < 0.05, ** < 0.01, *** < 0.001. Linear regression analysis was done with Spearman’s correlation. Data is displayed as the median with min. to max. (box-and-whiskers).

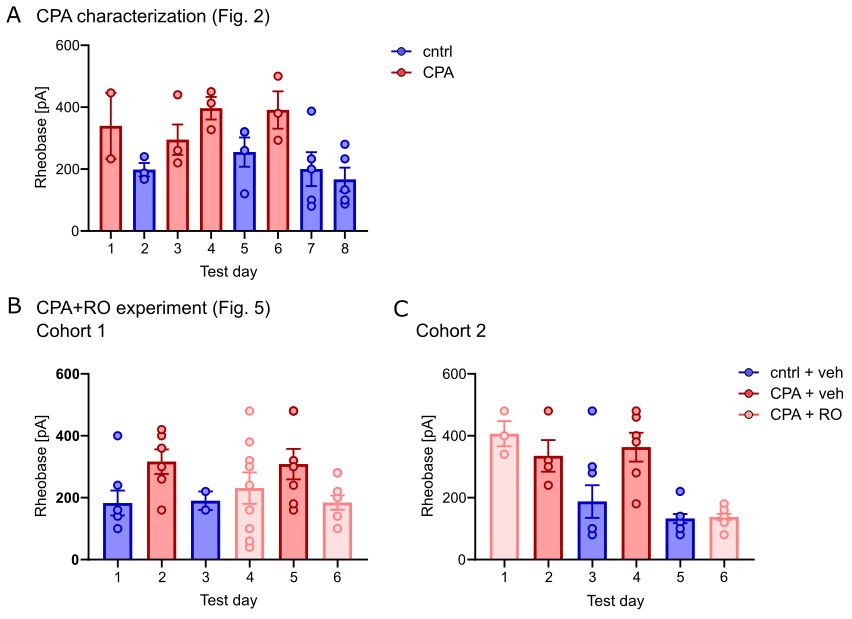

**Supplementary figure 3: Rheobase across cells and experiments plotted by individual test days.** A) Rheobase values as a readout of neuronal excitability for CPA characterization experiments. On each test day, acute slices were prepared from one either a control (blue) or a CPA rat (red). Individual data points refer to individual neurons patched in the respective animal. B, C) Same for cohort 1 and 2 from OXTR-activation experiments (RO = RO6958375). For each condition, individual cells show similar values across test days, indicating a stable phenotype.

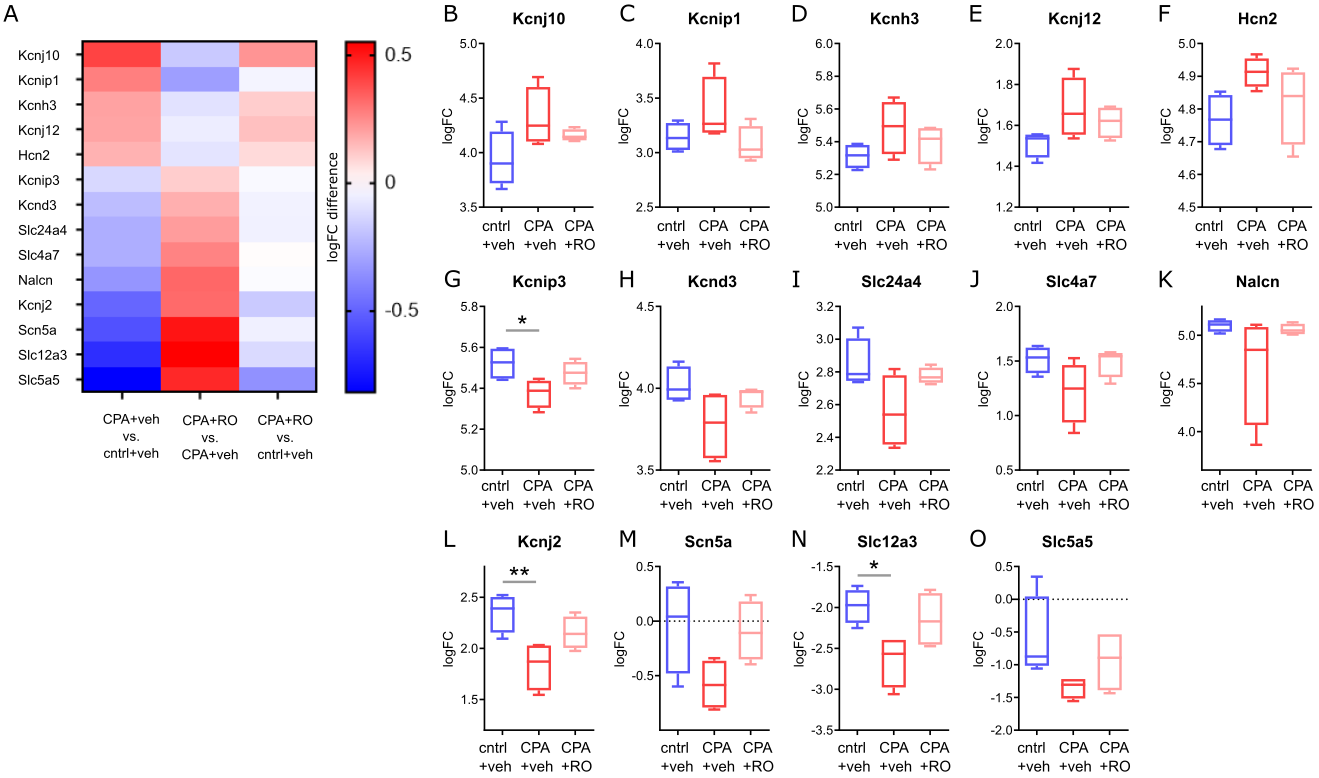

**Supplementary figure 4: Transcriptomic alterations focusing on ion channels involved in regulating cellular excitability.** A) Heatmap displaying significantly altered expression (between CPA+veh and control+veh, first column) of ion channels involved in cellular excitability. Countering of CPA-induced differential gene expression is evident followed by OXTR agonist (RO6958375, RO) treatment (second column), resulting in a normalization compared to control (third column).  B) Box plots for individual genes represented in the heatmap showing the fold change of gene expression in different conditions. Tested with one-way ANOVA and Tukey`s post-hoc test. * p < 0.05, ** < 0.01. Data is displayed as mean ± SEM.

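The genes of the heatmap fall into 2 sets by direction in CPA+veh. Kcnip1, a calcium-binding partner of Kv4 channels, was at 24.5 ± 2.12 CPM in control+veh, 29.9 ± 6.38 in CPA+veh and 23.9 ± 2.79 in CPA+RO (SD, n = 4), and Hcn2, a pacemaker channel, at 67.8 ± 4.08, 76.5 ± 3.16 and 71.8 ± 5.69 CPM (SD, n = 4). Kcnh3 and Kcnj12, a voltage-gated and an inwardly rectifying potassium channel, were at 0.21 each on the log2 scale in CPA+veh against control+veh. Slc12a3, the thiazide-sensitive sodium chloride cotransporter, was at 1.10 ± 0.182, 0.690 ± 0.147 and 1.01 ± 0.250 CPM (SD, n = 4), and Slc5a5, the sodium iodide symporter, at 1.94 ± 1.03, 1.11 ± 0.105 and 1.52 ± 0.489 CPM (SD, n = 4), where control+veh replicate 1 stood at 3.47 and the other 3 at 1.31 to 1.50. Nalcn, the sodium leak channel, was at 232 ± 11.6, 184 ± 61.3 and 231 ± 8.89 CPM (SD, n = 4). Single libraries carry much of some log2 fold changes in CPA+veh, with Nalcn at -0.33 with all libraries and -0.13 without CPA+veh replicate 1, Kcnip1 at 0.29 and 0.13 without CPA+veh replicate 2, and Slc5a5 at -0.81 and -0.37 without control+veh replicate 1. Kcnj12 was at 0.13 without CPA+veh replicate 3 and Kcnd3 at -0.13 without CPA+veh replicate 2. Kcnd3, which encodes Kv4.3, was at -0.21 and Kcnip3 at -0.12 in CPA+veh against control+veh (adjusted p = 0.0531 and 0.0535 over the 14 genes alone).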

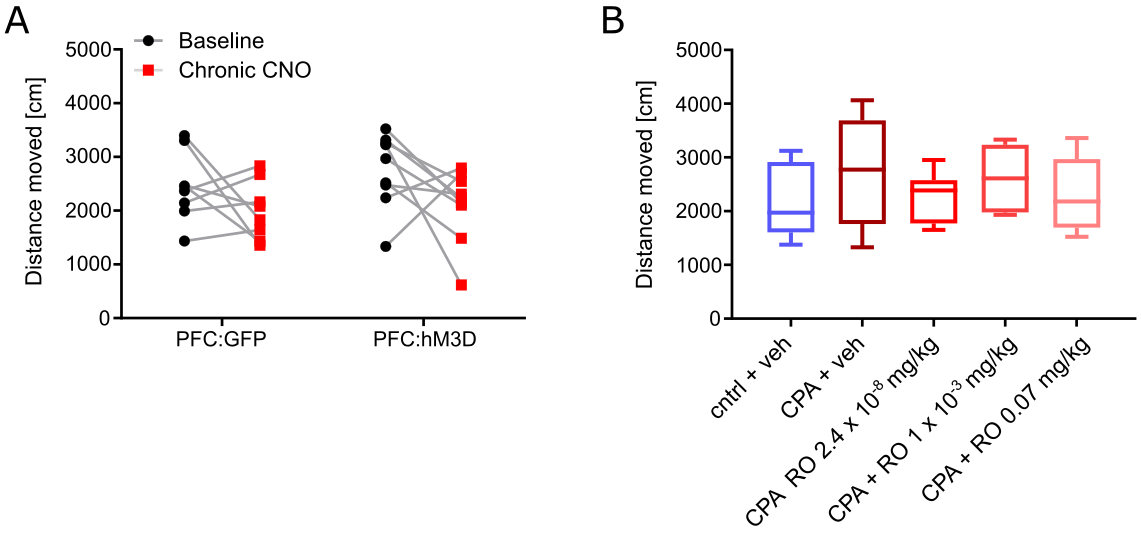

**Supplementary figure 5: Locomotor activity in 3-chamber sociability assays.** A) Total distance moved in sociability assay presented in figure 1C. Group comparison was performed using two-way ANOVA followed by Fisher’s LSD test. Group comparison was done using Sidak’s post-hoc test. B) Total distance moved in sociability assay presented in figure 5O. Data was analyzed using one-way ANOVA followed by Fisher’s LSD post-hoc test.

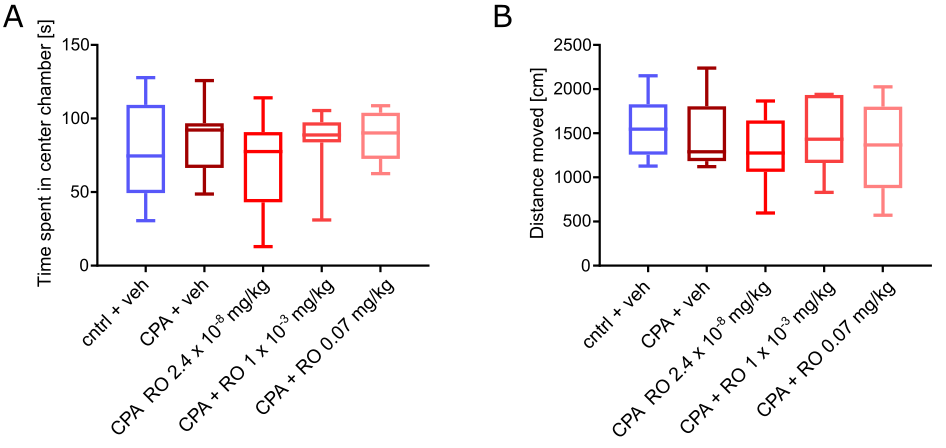

**Supplementary figure 6: Behavior in 3-chamber assays during the habituation phase.** A) Time spent in the center chamber and B) total distance moved in 3-chamber assay during the 10 minute habituation phase (no social or neutral object present). Data was analyzed using one-way ANOVA followed by Fisher’s LSD post-hoc test.

**Supplementary table 1: Numeric values and statistical tests for key results**. For each figure referenced in the results section mean 1 and mean 2 with standard error of the means (SEM) of the corresponding comparison is provided, including the p values and applied statistical test.

| **Figure** | **Comparison** | **Mean 1 ± SEM** | **Mean 2 ± SEM** | **p value** | **statistical test** |
| --- | --- | --- | --- | --- | --- |
| Fig. 1C | hM3Dq baseline vs. hM3Dq+CNO | 21.5 ± 4.1  (8 rats) | 9.6 ± 3.2  (8 rats) | 0.066 | 2-way ANOVA Fisher’s LSD |
|  | control+CNO vs. hM3Dq+CNO | 24.6 ± 4.5  (9 rats) | 9.6 ± 3.2  (8 rats) | < 0.05 | 2-way ANOVA Sidak’s test |
| Fig. 1H | AUC of control vs. AUC of CPA | 13.24 ± 0.82 mV  (4 rats) | 9.84 ± 0.65 mV  (5 rats) | < 0.05 | Unpaired Student’s t-test |
| Fig. 2B | control vs. CPA | -61.62 ± 1.97 mV  (21 cells, 4 rats) | -67.82 ± 1.89 mV  (17 cells, 4 rats) | < 0.05 | Unpaired Student’s t-test |
| Fig. 2C | control vs. CPA | 83.1 ± 6.36 MΩ  (21 cells, 4 rats) | 61.29 ± 6.89 MΩ  (17 cells, 4 rats) | < 0.05 | Unpaired Student’s t-test |
| Fig. 2H | AUC of control vs. AUC of CPA | 90.76 ± 18.48  (17 cells, 4 rats) | 17.24 ± 5.56  (12 cells, 4 rats) | < 0.01 | Unpaired Student’s t-test |
| Fig. 2I | control vs. CPA | 202.8 ± 22.4 mV  (17 cells, 4 rats) | 351.8 ± 28.2  (12 cells, 4 rats) | < 0.001 | Unpaired Student’s t-test |
| Fig. 2M | AUC of control vs AUC of CPA | 140 ± 15.41  (15 cells, 4 rats) | 75.14 ± 8.01  (12 cells, 4 rats) | < 0.01 | Unpaired Student’s t-test |
| Fig. 2N | control vs. CPA | 177 ± 24.55 MΩ  (16 cells, 4 rats) | 85.14 ± 8.5 MΩ  (12 cells, 4 rats) | < 0.01 | Unpaired Student’s t-test |
| Suppl. Fig. 2C | control vs. CPA | 187.6 ± 31.7 pA  (17 cells, 4 rats) | 365.8 ± 33.4 pA  (12 cells, 4 rats) | < 0.001 | Unpaired Student’s t-test |
| Suppl. Fig. 2G | control vs. CPA | 1313 ± 142.3 pA  (16 cells, 4 rats) | 1815 ± 201.7 pA  (12 cells, 4 rats) | < 0.05 | Unpaired Student’s t-test |
| Fig. 3D | control vs. CPA | 5.79 ± 1.43 Hz  (17 cells, 4 rats) | 9.90 ± 2.80 Hz  (14 cells, 4 rats) | 0.179 | Unpaired Student’s t-test |
| Fig. 3J | control vs. CPA | 1.21 ± 0.15 Hz  (19 cells, 4 rats) | 1.27 ± 0.15 Hz  (13 cells, 4 rats) | 0.784 | Unpaired Student’s t-test |
| Fig. 3K | control vs. CPA | 6.11 ± 1.1 Hz  (8 cells, 4 rats) | 4.58 ± 0.48 Hz  (5 cells, 4 rats) | 0.316 | Unpaired Student’s t-test |
| Fig. 5C | control+veh vs. CPA+veh | -63.66 ± 1.72 mV  (29 cells, 4 rats) | -72.17 ± 1.65 mV  (24 cells) | < 0.01 | 1-way ANOVA Tukey’s test |
|  | control+veh vs. CPA+RO | -63.66 ± 1.72 mV  (29 cells) | -66.87 ± 1.74 mV  (32 cells, 4 rats) | 0.364 | 1-way ANOVA Tukey’s test |
|  | CPA+veh vs. CPA+RO | -72.17 ± 1.65 mV  (24 cells, 4 rats) | -66.87 ± 1.74 mV  (32 cells, 4 rats) | 0.089 | 1-way ANOVA Tukey’s test |
| Fig. 5D | control+veh vs. CPA+veh | -82.38 ± 6.25 MΩ  (32 cells, 4 rats) | 63.6 ± 3.88 MΩ  (25 cells, 4 rats) | < 0.05 | 1-way ANOVA Tukey’s test |
|  | control+veh vs. CPA+RO | -82.38 ± 6.25 MΩ  (32 cells, 4 rats) | 77.59 ± 4.64 MΩ  (37 cells, 4 rats) | 0.774 | 1-way ANOVA Tukey’s test |
|  | CPA+veh vs. CPA+RO | 63.6 ± 3.88 MΩ  (25 cells, 4 rats) | 77.59 ± 4.64 MΩ  (37 cells, 4 rats) | 0.155 | 1-way ANOVA Tukey’s test |
| Fig. 5E | control+veh vs. CPA+veh | 61.31 ± 3.69 pF  (32 cells, 4 rats) | 79.54 ± 4.71 pF  (26 cells, 4 rats) | < 0.01 | 1-way ANOVA Tukey’s test |
|  | control+veh vs. CPA+RO | 61.31 ± 3.69 pF  (32 cells, 4 rats) | 65.11 ± 3.48 pF  (36 cells, 4 rats) | 0.754 | 1-way ANOVA Tukey’s test |
|  | CPA+veh vs. CPA+RO | 79.54 ± 4.71 pF  (26 cells, 4 rats) | 65.11 ± 3.48 pF  (36 cells, 4 rats) | < 0.05 | 1-way ANOVA Tukey’s test |
| Fig. 5K | control+veh vs. CPA+veh | 168.8 ± 20.59 mV  (25 cells, 4 rats) | 329.6 ± 22.56 mV  (23 cells, 4 rats) | < 0.001 | 1-way ANOVA Tukey’s test |
|  | control+veh vs. CPA+RO | 168.8 ± 20.59 mV  (25 cells, 4 rats) | 209 ± 22.38 mV  (29 cells, 4 rats) | 0.388 | 1-way ANOVA Tukey’s test |
|  | CPA+veh vs. CPA+RO | 329.6 ± 22.56 mV  (23 cells, 4 rats) | 209 ± 22.38 mV  (29 cells, 4 rats) | < 0.001 | 1-way ANOVA Tukey’s test |
| Fig. 5J | AUC of control+veh vs. AUC of CPA+veh | 16.56 ± 4.11  (25 cells, 4 rats) | 3.09 ± 1.65  (23 cells, 4 rats) | < 0.01 | 1-way ANOVA Tukey’s test |
|  | AUC of control+veh vs. AUC of CPA+RO | 16.56 ± 4.11  (25 cells, 4 rats) | 9.79 ± 2.74  (29 cells, 4 rats) | 0.249 | 1-way ANOVA Tukey’s test |
|  | AUC of CPA+veh vs. AUC of CPA+RO | 3.09 ± 1.65  (23 cells, 4 rats) | 9.79 ± 2.74  (29 cells, 4 rats) | 0.271 | 1-way ANOVA Tukey’s test |
| Fig. 5L | AUC of control+veh vs. AUC of CPA+veh | 38.64 ± 3.69  (29 cells, 4 rats) | 24.37 ± 1.89  (24 cells, 4 rats) | < 0.05 | 1-way ANOVA Tukey’s test |
|  | AUC of control+veh vs. AUC of CPA+RO | 38.64 ± 3.69  (29 cells, 4 rats) | 36.9 ± 4.56  (32 cells, 4 rats) | 0.940 | 1-way ANOVA Tukey’s test |
|  | AUC of CPA+veh vs. AUC of CPA+RO | 24.37 ± 1.89  (24 cells, 4 rats) | 36.9 ± 4.56  (32 cells, 4 rats) | 0.063 | 1-way ANOVA Tukey’s test |
| Fig. 5M | control+veh vs. CPA+veh | 198.6 ± 20.1 MΩ  (29 cells, 4 rats) | 119.8 ± 9.4 MΩ  (24 cells, 4 rats) | < 0.05 | 1-way ANOVA Tukey’s test |
|  | control+veh vs. CPA+RO | 198.6 ± 20.1 MΩ  (29 cells, 4 rats) | 180.7 ± 20.5 MΩ  (32 cells, 4 rats) | 0.758 | 1-way ANOVA Tukey’s test |
|  | CPA+veh vs. CPA+RO | 119.8 ± 9.4 MΩ  (24 cells, 4 rats) | 180.7 ± 20.5 MΩ  (32 cells, 4 rats) | 0.063 | 1-way ANOVA Tukey’s test |
| Fig. 5O | control+veh vs. CPA+veh | 188.14 ± 24.6 s  (8 rats) | 119.6 ± 13.3 s  (8 rats) | < 0.05 | 1-way ANOVA Fisher’s LSD |
|  | CPA+veh vs. CPA+RO 0.001mg/kg | 119.6 ± 13.3 s  (8 rats) | 198.6 ± 15.7 s  (8 rats) | < 0.05 | 1-way ANOVA Fisher’s LSD |
|  | CPA+veh vs. CPA+RO 0.07mg/kg | 119.6 ± 13.3 s  (8 rats) | 190.2 ± 23.6 s  (8 rats) | < 0.05 | 1-way ANOVA Fisher’s LSD |

**Supplementary table 2: EC50 values for selectivity tests measured in an in vitro Calcium release assay on cells expressing either rat or human receptors**. EC50 values are provided for RO6958375, oxytocin and vasopressin on either OXTR or V1aR showing that RO6958375 strongly activates OXTR but is inactive on V1aR.

| **Receptor** | **Compound** | **EC50** |
| --- | --- | --- |
| rat OXTR | RO6958375 | 0.011 ± 0.004 nM (8 experiments) |
|  | Oxytocin | 0.0048 ± 0.002 nM (7 experiments) |
| rat V1aR | RO6958375 | Inactive up to 27uM (7 experiments) |
|  | Oxytocin | 4.5 ± 0.8 nM (3 experiments) |
|  | Vasopressin | 0.011 ± 0.3 nM (3 experiments) |
| human OXTR | RO6958375 | 0.025 ± 0.004 nM (7 experiments) |
| human V1aR | RO6958375 | Inactive up to 27uM (7 experiments) |

**Supplementary table 3: Selectivity testing of the peptidic OXTR agonist RO6958375**. Testing was performed using radioligand binding and enzyme functional assays on 45 human receptors, channels and enzymes. Results showing an inhibition (or stimulation for assays run in basal conditions) higher than 50% are considered to represent significant effects of the test compounds. 50% is the most common cut-off value for further investigation Results showing an inhibition (or stimulation) lower than 20% compared to control values are not considered significant and mostly attributable to variability of the signal around the control level. Low to moderate negative values have no real meaning and are attributable to variability of the signal around the control level.

| **Receptor / channels transporter binding assays** | **% Inhibition of Control Specific Binding** | **1st / % of Control Specific Binding** | **2nd / % of Control Specific Binding** | **Mean / % of Control Specific Binding** | **Reference Compound** | **IC50 Ref [M]** | **Ki Ref [M]** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |
| A1 | **-4** | 109.1 | 99.1 | 104.1 | CPA | 1.80E-09 | 7.20E-10 |
| A3 | **4** | 88 | 104.9 | 96.4 | IB-MECA | 2.70E-10 | 1.60E-10 |
| alpha 1A | **1** | 100.9 | 96.7 | 98.8 | WB 4101 | 2.90E-10 | 1.50E-10 |
| alpha 2A | **-7** | 107.6 | 105.8 | 106.7 | yohimbine | 4.70E-09 | 2.10E-09 |
| beta 1 | **-5** | 106.9 | 103.4 | 105.2 | atenolol | 2.50E-07 | 1.40E-07 |
| AT1 | **-1** | 96.1 | 106.6 | 101.4 | saralasin | 4.00E-10 | 2.00E-10 |
| BZD | **-16** | 115.9 | 116.2 | 116 | diazepam | 8.50E-09 | 7.10E-09 |
| D1 | **-2** | 117.6 | 86.8 | 102.2 | SCH 23390 | 4.20E-10 | 1.70E-10 |
| D2S | **6** | 94 | 93.4 | 93.7 | 7-OH-DPAT | 4.90E-09 | 2.00E-09 |
| glycine | **15** | 85.2 | 84.1 | 84.6 | glycine | 3.20E-07 | 2.90E-07 |
| H1 | **-1** | 102.3 | 99.5 | 100.9 | pyrilamine | 2.20E-09 | 1.40E-09 |
| H2 | **18** | 76.9 | 87 | 81.9 | cimetidine | 5.60E-07 | 5.40E-07 |
| H3 | **-6** | 112.6 | 99.3 | 105.9 | alpha-Me-histamine | 2.70E-09 | 6.60E-10 |
| I1 | **-6** | 94.4 | 116.7 | 105.5 | rilmenidine | 2.70E-07 | 1.40E-07 |
| M2 | **-14** | 119.6 | 108 | 113.8 | methoctramine | 6.90E-08 | 4.80E-08 |
| M4 | **-17** | 116.8 | 117 | 116.9 | 4-DAMP | 4.40E-10 | 2.70E-10 |
| N muscle-type | **5** | 93 | 96.3 | 94.7 | Alpha-bungarotoxin | 2.00E-09 | 1.80E-09 |
| kappa | **-13** | 115.4 | 110 | 112.7 | U 50488 | 1.20E-09 | 8.00E-10 |
| mu | **2** | 101.2 | 95.2 | 98.2 | DAMGO | 1.80E-09 | 7.40E-10 |
| PPARgamma | **-3** | 99.2 | 107 | 103.1 | rosiglitazone | 1.10E-08 | 5.90E-09 |
| PCP | **-6** | 116.2 | 94.8 | 105.5 | MK 801 | 4.70E-09 | 2.60E-09 |
| FP | **3** | 92.2 | 101.7 | 96.9 | PGF2alpha | 3.10E-09 | 2.00E-09 |
| 5-HT1A | **16** | 78.8 | 90 | 84.4 | 8-OH-DPAT | 8.60E-10 | 5.40E-10 |
| 5-HT2A | **9** | 88.6 | 92.6 | 90.6 | (±)DOI | 3.20E-10 | 2.40E-10 |
| 5-HT2B | **-2** | 103.2 | 100.7 | 102 | (±)DOI | 1.40E-08 | 7.00E-09 |
| 5-HT3 | **20** | 78.6 | 81.5 | 80 | MDL 72222 | 5.70E-09 | 4.00E-09 |
| sigma | **4** | 109.9 | 82.6 | 96.2 | haloperidol | 5.90E-08 | 4.80E-08 |
| sst4 | **17** | 85.8 | 79.9 | 82.8 | somatostatin-14 | 1.60E-09 | 1.60E-09 |
| GR | **-9** | 109.3 | 109 | 109.1 | dexamethasone | 2.90E-09 | 1.40E-09 |
| ERalpha | **-2** | 109.6 | 93.9 | 101.7 | 17-beta-estradiol | 5.30E-09 | 4.30E-09 |
| Ca2+ channel | **-36** | 129 | 143 | 136 | diltiazem | 5.40E-08 | 4.20E-08 |
| Na+ channel | **10** | 86.4 | 92.9 | 89.6 | veratridine | 1.10E-05 | 1.00E-05 |
| NE transporter | **3** | 98 | 96.4 | 97.2 | protriptyline | 2.60E-09 | 1.90E-09 |
| 5-HT transporter | **-4** | 106.7 | 100.3 | 103.5 | imipramine | 2.50E-09 | 1.20E-09 |
| **Enzyme functional assays** |  |  |  |  |  |  |  |
| COX2 | **15** | 87.2 | 83.3 | 85.3 | NS 398 | 5.80E-08 | 1.6 |
| PDE5 | **-21** | 130.8 | 112 | 121.4 | dipyridamole | 1.50E-06 | 1.4 |
| ACE | **-28** | 129.2 | 127.2 | 128.2 | captopril | 4.40E-10 | 1.6 |
| HIV-1 protease | **5** | 104.6 | 86.1 | 95.3 | pepstatin A | 1.70E-06 | 2.1 |
| CDK2 | **13** | 98.3 | 75.8 | 87.1 | staurosporine | 1.00E-08 | 1.1 |
| GSK3alpha | **-5** | 104.6 | 105.9 | 105.2 | staurosporine | 3.40E-08 | 1.8 |
| GSK3beta | **-2** | 106.3 | 97.8 | 102.1 | staurosporine | 5.20E-08 | 2 |
| acetylcholinesterase | **-2** | 101.1 | 101.9 | 101.5 | neostigmine | 4.30E-08 | 1.2 |
| MAO-A | **-15** | 123.1 | 107 | 115 | clorgyline | 3.90E-08 | 0.8 |
| MAO-B enzyme | **-14** | 114.1 | 113.6 | 113.8 | deprenyl | 3.30E-08 | 1.4 |
| xanthine oxidase / superoxide O2-scavenging | **8** | 96.1 | 88.2 | 92.1 | allopurinol | 5.60E-06 | 0.9 |

How the deposited data were processed for this re-analysis (not part of the article)

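The authors deposited a table of counts per gene and library and a table of RPKM, each with 29009 genes and 12 libraries. Counts are raw sums of reads per gene made by the authors, with no normalization, and RPKM are those counts per kilobase of gene model and per library total, as deposited and rounded by the authors. The authors name bcl2fastq, FastQC, STAR and SAMtools with the rat builds rn6 and Rnor_6.0, and the versions, the counting rule and the annotation are not given in the sources used here. Gene IDs are NCBI gene IDs, of which 23199 are in the table of GRCr8 genes used for positions, and 19850 carry the same symbol there. Another 28 symbols occur more than once and were kept as separate genes. Median totals were 68777850 counts per library in CPA+veh and 72187841 in CPA+RO. Most low counts are even (87.5% of counts of 10 to 99), so the counts appear to hold both mates of a pair, which lowers the effective depth.

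Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Adjusted p values of single genes come from edgeR's quasi-likelihood test (TMM, filterByExpr by group, robust=FALSE) with all 12 libraries in 1 fit and the group as the only term, and a gene counts as changed at a Benjamini-Hochberg adjusted p under 0.05. CPM are counts scaled by the TMM library size, and log2 CPM of lists and libraries use a prior count of 2. Adjusted p values of lists come from camera on the same counts, at a preset correlation of 0.01, over 45 lists of at least 3 genes, again with an estimated correlation, and with fry. The 47 lists, written from the names of pathways in the study and from general knowledge of channels, transmitter systems, cell types, neighbouring tissues and tissue responses, overlap in part. Of these, 1 had no gene in the table and 1, the genes named by the study, was kept out of the test. List levels per rat were compared by an exact permutation test over the 35 splits of 4 rats against 4, whose smallest p is 0.0286. Gene lengths came from the ratio of counts to RPKM for 96.7% of the genes tested, and the length correction is an offset per library from a smooth trend (span 0.3).

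Genes named in the text follow a rule. It takes, per comparison, of the genes with an adjusted p under 0.05 and every library of 1 group above every library of the other, the 12 largest rises and the 12 largest falls, or all if fewer, without symbols that begin with LOC, RGD, AABR, AC, Mir or Snor or end in -ps. If fewer than 10 genes pass, it adds the 10 genes of smallest p. It also takes every gene the study names and up to 4 members of smallest p from each list discussed. The study's figures name some of these genes, whose values were seen there first.

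Alternatives were RLE and upper quartile scaling, DESeq2, limma-voom with and without sample quality weights, limma-trend, no filter, a filter of CPM of at least 1 in 4 libraries, only the 2 groups compared, robust=TRUE, the replicate number as a block, the length correction with and without that block, log2 RPKM with pseudocounts of 0.1 and 1 (mean RPKM of at least 0.1, or no filter), an adjusted threshold of 0.1, an unadjusted threshold of 0.05, and each of the 12 libraries left out in turn. Leaving out CPA+veh replicates 1 and 2 together and halving the counts were added after seeing the data. Before use, tables with planted changes were run through the same steps, and in the comparison of CPA+veh with control+veh 96 of 100 genes changed by 1 on the log2 scale were called, 56 of 100 changed by 0.5, and 5 of the unchanged genes among 18829. No library was left out of the tests reported first. The methods place the 12 rats in 2 cohorts, and nothing in the sources used here ties a library to a cohort or a day, so no batch term was fitted and a batch difference, also behind CPA+veh replicates 1 and 2, stays open. The commercial gene sets of the study were not used here, and its recordings and behavioural data were not analysed here.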

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

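The tests of genes lower in both CPA groups were chosen after the result was seen.

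In groups of 4 rats, chance sets 1 library far from the other 3 in about 1 in 20 groups. Of 156 groups of values looked at, 10 held such a library, where chance gives 7.8.

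A library far from the others was seen for Cldn6 in control+veh replicate 3, at 14.8 CPM with the others at 5.44 to 6.10. Slc5a5 was at 3.47 CPM in control+veh replicate 1, a library far from the others at 1.31 to 1.50. The median of axonal degeneration genes in control+veh replicate 1 was -0.105 on the log2 scale, far from the others at 0.0233 to 0.0424. Ankrd2 was at 0.0306 CPM in CPA+veh replicate 3, far from the others, which had no count. Likewise Fbxw12 was at 0.0288 CPM in CPA+RO replicate 1, where the others had no count. Each of these rests on 2 counts. Kif12 was at 0 CPM in CPA+RO replicate 2, far from the others at 0.0254 to 0.0297, with 6 counts over the group. At such levels a few counts set the distance, so Ankrd2, Fbxw12 and Kif12 say little about these libraries. Sepw1 was at 124 CPM in CPA+RO replicate 4 (others 82.1 to 88.0), St18 at 2.57 CPM in the same library (others 3.28 to 3.38) and Kcnd3 at 99.4 CPM in CPA+RO replicate 1 (others 108 to 109), each far from the other libraries. The median of mitochondrial translation genes in CPA+RO replicate 1 was -0.0214, far from the others at -0.0440 to -0.0406.

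A signal in genes the paper does not discuss was seen for Sepw1, at a log2 fold change of 0.98 in CPA+veh against control+veh, and for Ppial4g, at 1.68, calls that 22 of 30 and 19 of 29 alternatives ended.

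Respiratory chain and ribosomal protein genes were higher in CPA+veh than in control+veh and lower in CPA+RO than in CPA+veh, mainly through CPA+veh replicates 1 and 2, and the tables argue against none of the 3 technical explanations tested. For gene length bias, the correction for gene length kept at most 22.5% of the medians in CPA+veh against control+veh and 26.1% in CPA+RO against CPA+veh, with no call left in the first comparison (0.03 and 0.002), while in the second respiratory electron transport at -0.034 and peptide chain elongation at -0.027 were still called, so at the preset correlation part of that shift is left. For 1 divergent library, at most 37.4% and 43.0% were kept without CPA+veh replicate 2. For the cell type composition of the dissected tissue, the largest medians of 6 cell type lists were -0.345 in endothelial cells and -0.239 in oligodendrocytes, whose Mbp was at 1013 CPM in control+veh, 1453 in CPA+veh and 1087 in CPA+RO, and the mPFC expresses all of these markers. Each of the 3 may account for part of the shift, and a response to hM3Dq activation and to RO6958375 stays open beside them.

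The 17 genes lower in both CPA groups than in control+veh include 9 with LOC symbols and had control+veh means of 0.411 to 11.6 CPM. The tables argue against a lower depth of the CPA libraries, since 5 of them had a total above the lowest control+veh total. For these genes they also argue against RNA of another source in 1 control+veh library alone. In all 17 genes the 4 control+veh libraries lay above every CPA library, at 0.872, 0.679, 1.73 and 0.760 times the control mean (medians of replicates 1 to 4). These genes were picked by tests that a gene high in 1 library alone would rarely pass, so this covers the 17 genes only. RNA of striatum, olfactory bulb, choroid plexus, meninges or blood in the control+veh samples cannot be told apart from a response to hM3Dq activation, because the lowest median of the 5 lists against control+veh was -0.0888 (choroid plexus and ependyma) over members that went both ways, with Ttr of the choroid plexus at 1.76. A difference between the 2 viruses, between rats of the groups or in the dissection or batch stays open and was not tested.

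Chrm3 was higher in every CPA rat than in every control+veh rat, at log2 fold changes of 1.74 in CPA+veh and 1.56 in CPA+RO. No table argues against reads of the hM3Dq transgene, a modified human CHRM3, counted at rat Chrm3, and the larger of the 2 adjusted p was 0.135 (0.00430 to 0.449 over the alternatives for CPA+RO). The counts carry no read sequence, so transgene reads and rat Chrm3 transcripts cannot be told apart. A rise of rat Chrm3 itself after chronic activation stays open.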

How the results depend on the processing

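Leaving out CPA+veh replicates 1 and 2 together and halving the counts are tests chosen after the data were seen. Over all results and alternatives, 4737 comparisons kept their direction and side of the threshold (for counts, within 1.5 times), 300 lost a call, 61 gained one, 21 reversed and 110 moved further. Where no reason is given, the cause was not tested.

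The 22 genes changed in CPA+veh against control+veh became 115 with DESeq2 and 5 with sample quality weights, 12 with CPM of at least 1 (fewer genes tested), 14 without CPA+veh replicates 1 and 2 (fewer samples) and 1897 at an unadjusted p under 0.05. The count of 0 by edgeR in CPA+RO against CPA+veh became 1 with only the 2 groups fitted and 842 unadjusted (0 by DESeq2 and limma). In CPA+RO against control+veh, the 21 genes became 82 with DESeq2, 33 with quality weights, 48 with no filter, 13 with CPM of at least 1, 32 with only the 2 groups, 36 at an adjusted p under 0.1 and 1098 unadjusted. The 26 genes that differed among the 3 groups became 120 with DESeq2, 53 with no filter, 12 with CPM of at least 1, 13 on log2(RPKM + 1) and 1306 unadjusted, and ranged from 17 (without control+veh replicate 3) to 32 (without CPA+veh replicate 4) with 1 library left out. With 1 library left out the other counts were 18 to 26, 0 to 0 and 15 to 27.

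The 17 lists changed in CPA+veh against control+veh became 7 after the gene length correction, alone or with the replicate block, since trends with gene length differed between libraries, and 0 with an estimated correlation or fry (smallest adjusted p 0.587 and 0.0688). The 19 lists of CPA+RO against CPA+veh became 12 with quality weights, 3 without CPA+veh replicates 1 and 2, 0 with an estimated correlation and 0 with fry, and ranged from 9 (without CPA+veh replicate 2) to 25 (without CPA+veh replicate 3). The 14 lists of CPA+RO against control+veh became 0 with an estimated correlation and 0 with fry. No list kept its call under the estimated correlation, which counts the shared changes of a list's genes between rats of a group as noise.

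Without CPA+veh replicates 1 and 2, CPA+veh against control+veh reversed in respiratory electron transport (median -0.030), complex I (-0.028), ATP synthase (-0.052), mitochondrial translation (-0.031), elongation (-0.12), microglia (-0.053) and neurogenesis (0.11, which ranged from -0.068 to 0.033 with 1 library left out, the highest without CPA+veh replicate 2). CPA+RO against CPA+veh reversed in respiratory electron transport (0.028), complex I (0.021), ATP synthase (0.039), elongation (0.090), amine receptors (-0.022), neurogenesis (-0.021), astrocytes (0.031), microglia (0.068) and nerve impulse transmission (-0.034, and -0.0030 to 0.11 with 1 library left out, the lowest without CPA+veh replicate 2). The test, not the median, reversed in mitochondrial translation (-0.0041), glutamatergic transmission (0.0039) and endothelial cells (0.0011). These 2 libraries carry the shifts, by construction of the setting.

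Of the 14 genes of Supplementary Figure 4 in CPA+veh against control+veh, DESeq2 called 1 over all genes, and 12 had an unadjusted p under 0.05. Over the list alone the 9 became 14 with limma-trend, 0 with quality weights, 5 on log2(RPKM + 0.1) with no filter, 0 without CPA+veh replicates 1 and 2 and 14 at an adjusted p under 0.1, and ranged from 0 to 14 with 1 library left out. In CPA+RO against CPA+veh, 5 had an unadjusted p under 0.05, and over the list alone 0 to 7 were called with 1 library left out (7 without CPA+veh replicate 4). Oxtr in CPA+RO against CPA+veh was 0.11 on log2(RPKM + 1), where the pseudocount shrinks low values.

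The correlation of the 2 changes, -0.0378, was -0.432 with CPA+veh libraries shared by both, which alone gives a negative value (-0.588 without CPA+veh replicates 1 and 2, and -0.560 to -0.372 with 1 library left out).

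The replicate numbers gave no clear sign of a pairing. Deviations from the group mean were correlated across genes between libraries of the same number. The r was -0.272 to 0.287 in CPA+veh against control+veh (2 of 4 over 0.1), -0.111 to 0.037 in CPA+RO against CPA+veh (0 of 4) and -0.101 to 0.13 in CPA+RO against control+veh (1 of 4). The own number gave the best match for 2, 0 and 1 of 4 libraries. With the replicate block, 17, 0 (902 unadjusted) and 21 genes changed.

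Depth limits genes of low expression. With the counts halved, 17463 genes could be tested, and the 19 called were among the 22. Drd3 rests on 8 counts over the CPA+veh libraries, so its fold change is uncertain.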

Differences from the paper's values

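No value of the paper for the genes compared lies outside the spread of the values found here. For CPA+veh against control+veh, the paper's log2 fold changes, read by eye from Supplementary Figure 4, are about 0.4 for Kcnj10, about 0.25 for Kcnip1, about -0.5 for Kcnj2, about -0.65 for Slc12a3 and about -0.75 for Slc5a5, where the values here were 0.41, 0.29, -0.48, -0.66 and -0.81. Among the alternatives set before the data were examined, Kcnj10 was at 0.54 without control+veh replicate 2, Slc5a5 at -0.37 without control+veh replicate 1, and Slc12a3 at -0.11 and Slc5a5 at -0.27 on log2(RPKM + 1), each outside that spread.

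The paper describes wide changes of expression in CPA rats that the agonist partly prevented, shown as gene sets with a significance score of at least 5 in size. Its scores and sets were not rebuilt here, so neither count below tests that statement. By camera's test 17 of 45 lists changed in CPA+veh against control+veh and 19 in CPA+RO against CPA+veh, with 0 in either with an estimated correlation. Of single genes, 22 passed in CPA+veh against control+veh and 0 by edgeR in CPA+RO against CPA+veh (842 at an unadjusted p under 0.05, and 0 by DESeq2, limma-voom and limma-trend).

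The paper lists steroid hormone metabolism among the sets raised in CPA+veh. The list here had a median of 0.09 and did not pass (adjusted p = 0.0963). It passed with a filter of CPM of at least 1 in at least 4 libraries (adjusted p = 0.0156), on log2(RPKM + 0.1) (0.0442), on log2(RPKM + 1) (0.0431) and without CPA+veh replicate 3 (0.0217), and with the counts halved, a setting chosen after seeing the values (0.0297), which drops 3 of the 22 changed genes.

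The paper lists axonal degeneration among the sets raised in CPA+veh and lowered by the agonist. The list here had a median of -0.002 against control+veh (adjusted p = 0.902) and 0.02 in CPA+RO against CPA+veh (adjusted p = 0.234). It was called higher in CPA+veh only without CPA+veh replicates 1 and 2, a setting chosen after seeing the values (0.07, adjusted p = 0.000291), under which 10 of the 22 changed genes were still called, the respiratory, complex I, ATP synthase and mitochondrial translation lists lost their calls and the elongation list was called lower.

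The paper counts glutamate metabolism among the sets raised in CPA+RO. The list here was at -0.01 against CPA+veh (mean 0.007, adjusted p = 0.997) and at 0.04 against control+veh (adjusted p = 0.109), where it was called higher only without CPA+RO replicate 1 (0.059, adjusted p = 0.0348). The paper's set of genes downstream of FOXF1 was not analysed here.

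The caption of Supplementary Figure 4 describes the genes of its heatmap as significantly altered in CPA+veh, and names ANOVA with Tukey's test. Of these 14 genes, 12 had an unadjusted p under 0.05 by edgeR's test, and 0 passed over all genes. The paper marks Kcnip3, Kcnj2 and Slc12a3 as different between CPA+veh and control+veh. By edgeR's test they had an unadjusted p of 0.0459, 0.00143 and 0.0111. Adjustment over all genes is stricter than a test of each gene, and gave adjusted p = 0.496, 0.270 and 0.386. DESeq2 called Kcnj2 (adjusted p = 0.0335, with the other alternatives of Kcnj2 reaching up to 0.592). Their directions were those of the paper.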

Other observations

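The tests of other splits for the gene lists, for the Supplementary Figure 4 genes and for the correlation of the 2 changes were chosen after the result was seen.

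Markers of pyramidal neurons, interneurons and glia were slightly higher in CPA+veh than in control+veh, while markers of upper layer neurons (5 of 11 above 0, median -0.003, adjusted p = 0.717), layer 5 neurons (10 of 14, 0.06, 0.430) and layer 6 neurons (5 of 12, -0.07, 0.508) did not pass. Pyramidal neuron markers rose by camera's test (11 of 14 above 0, median 0.13, adjusted p = 0.00957), with adjusted p = 0.674 with an estimated correlation, and Tbr1, a transcription factor of cortical excitatory neurons (log2 fold change 0.26), and Nrgn, neurogranin (0.31), rose over the list alone. The list lost its call without CPA+veh replicate 3 (0.080, adjusted p = 0.0643). Genes of nerve impulse transmission rose (32 of 45 above 0, median 0.05, adjusted p = 0.0135), with adjusted p = 0.674 with an estimated correlation, and Cplx1, complexin 1 (0.19), and Vamp1, a synaptobrevin (0.33), rose over the list alone beside Scn4b. This call was lost without control+veh replicate 1 (0.013, adjusted p = 0.396), CPA+veh replicate 3 (0.020, 0.369) or CPA+veh replicate 4 (0.028, 0.218), and the median was 0.094 without CPA+veh replicate 2. Interneuron markers rose (14 of 20 above 0, median 0.07, adjusted p = 0.0443), with adjusted p = 0.587 with an estimated correlation, with Sst at 0.39 and Pvalb at 0.21. Their call was lost without control+veh replicates 1 (adjusted p = 0.0621), 3 (0.0597) or 4 (0.0678) or CPA+veh replicates 3 (0.0643) or 4 (0.0801).

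Astrocyte markers rose in CPA+veh against control+veh (15 of 16 above 0, median 0.13, adjusted p = 0.00211) and fell in CPA+RO against CPA+veh (12 of 16 below 0, median -0.15, adjusted p = 0.00118), with adjusted p = 0.674 and 0.531 with an estimated correlation. Gjb6, connexin 30, was at 0.34 and rose over the list alone in the first comparison, and was at -0.27 in the second. Without CPA+veh replicate 1 both calls were lost (0.011, adjusted p = 0.356, and -0.018, adjusted p = 0.692), and the first median was 0.075 without control+veh replicate 4 and 0.194 without CPA+veh replicate 4. Microglial markers rose and fell likewise (15 of 16 above 0, median 0.16, adjusted p = 0.0135, then 14 of 16 below 0, median -0.13, adjusted p = 0.00604), with adjusted p = 0.674 and 0.531 with an estimated correlation, with Cx3cr1 at 0.27 in the first comparison and Cd68 at -0.47 in the second. The rise lost its call without control+veh replicates 1 (adjusted p = 0.0621) and 2 (0.108) or CPA+veh replicates 1 (0.080, 0.189) and 2 (0.092, 0.152), and its median was 0.242 without CPA+veh replicate 3. The fall lost its call without CPA+veh replicates 1 (adjusted p = 0.235) and 2 (-0.062, 0.153) or CPA+RO replicate 2 (0.0729). Against control+veh, CPA+RO did not pass for astrocytes (0.04, adjusted p = 0.662) or microglia (0.01, adjusted p = 0.769).

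Among genes outside the rule for names, chosen after their values were seen, DESeq2 called Ttr, transthyretin, in CPA+veh and in CPA+RO against control+veh, where edgeR gave log2 fold changes of 1.76 and 1.58 (adjusted p = 0.0571 and 0.103). DESeq2 also called Gabrq, a GABA receptor subunit, and Sorcs3, a sorting receptor, in CPA+veh (-0.69 and -0.34, edgeR's adjusted p = 0.250 and 0.271).

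Other splits of the 8 libraries of CPA+veh and control+veh into 4 and 4 test whether the counts of changed genes could come from any division of these rats. For single genes 1 of 35 splits, the real one, gave a count as large as 22, and the highest other gave 3. The real split always counts, so 1 of 35 is the smallest share these splits can give and does not exclude chance. For lists 13 of 35 splits gave a count as large as 17, and the highest other gave 24, so chance is not excluded. A split that calls more lists than the real one points to a structure of the samples. For the 14 genes of Supplementary Figure 4 over the list alone, 1 of 35 splits reached 9 and the highest other gave 3, but the list was chosen on these libraries and is not independent evidence.

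In CPA+RO against CPA+veh the count of genes was 0, which all 35 of 35 splits reach whatever the data show (highest other 1), so these splits tell nothing about chance there. For lists 11 of 35 splits gave a count as large as 19, and the highest other gave 30, so chance is not excluded. In CPA+RO against control+veh, 1 of 35 splits gave a count of genes as large as 21 and the highest other gave 1. That share is again the smallest possible and does not exclude chance. For lists 9 of 35 splits gave a count as large as 14 (highest other 19), so chance is not excluded either.

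Of 100 splits of the 12 libraries into 3 groups of 4, 2 gave a count of genes that differ as large as 26. These were the real one and another with 29 that also keeps the 4 control+veh libraries together. The other splits gave 0 or 1. The count thus goes with control+veh against the rest, whichever way the CPA rats are divided. The splits are a sample of those of the same 12 rats, so chance is less likely but not excluded. For the correlation of the 2 changes, 28 of 100 splits gave a value as far below 0 as -0.0378, and the lowest other was -0.287, so chance is not excluded.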
